# Alternative RNA splicing in the endothelium mediated in part by Rbfox2 regulates the arterial response to low flow

**DOI:** 10.7554/eLife.29494

**Published:** 2018-01-02

**Authors:** Patrick A Murphy, Vincent L Butty, Paul L Boutz, Shahinoor Begum, Amy L Kimble, Phillip A Sharp, Christopher B Burge, Richard O Hynes

**Keywords:** alternative splicing, endothelial, vascular, platelet, Atherosclerosis, artery, Mouse

## Abstract

Low and disturbed blood flow drives the progression of arterial diseases including atherosclerosis and aneurysms. The endothelial response to flow and its interactions with recruited platelets and leukocytes determine disease progression. Here, we report widespread changes in alternative splicing of pre-mRNA in the flow-activated murine arterial endothelium in vivo. Alternative splicing was suppressed by depletion of platelets and macrophages recruited to the arterial endothelium under low and disturbed flow. Binding motifs for the Rbfox-family are enriched adjacent to many of the regulated exons. Endothelial deletion of *Rbfox2*, the only family member expressed in arterial endothelium, suppresses a subset of the changes in transcription and RNA splicing induced by low flow. Our data reveal an alternative splicing program activated by Rbfox2 in the endothelium on recruitment of platelets and macrophages and demonstrate its relevance in transcriptional responses during flow-driven vascular inflammation.

## Introduction

Exposure of arterial endothelium to low and disturbed flow initiates a process of endothelial activation, resulting in increased expression of adhesion molecules and the rolling, adhesion and extravasation of leukocytes (Gimbrone and García-Cardeña, 2013; Ley et al., 2007). The level of shear stress to which endothelium is exposed is one of the best predictors of atherosclerosis and growth and rupture of aneurysms (Boussel et al., 2008; Cheng et al., 2006; Cicha et al., 2011; Xiang et al., 2011). Experiments with isolated endothelial cells exposed to altered flow in vitro revealed that increased laminar flow alone was sufficient to suppress endothelial apoptosis and expression of endothelial leukocyte recruitment molecules such as Icam1 (Nagel et al., 1994). Subsequent work revealed transcriptional programs induced by steady flow and suppressed by low and disturbed flow in vitro and in vivo (Dai et al., 2004). Many of these programs could be recapitulated by Erk5 activation and increased expression of the transcription factor Klf2 (Dekker et al., 2006; Lin et al., 2005; Parmar et al., 2006). Interfering with these programs increased markers of endothelial dysfunction and disease progression in atherosclerosis (Dekker et al., 2006; Lin et al., 2005; Parmar et al., 2006). Thus, exposure of arterial endothelium to low flow initiates a program of endothelial dysfunction characterized by transcriptional changes and alterations in the expression of leukocyte recruitment molecules.

Most work to date has focused on the primary endothelial response to low flow, rather than the chronic interactions with immune cells under low flow in vivo. However, chronic inflammation contributes to a wide variety of dangerous cardiovascular lesions, including the erosion and rupture of atherosclerotic plaques and aneurysms. Not surprisingly, inflammation is a clinical target in atherosclerosis (Ridker et al., 2012) and aortic aneurysm (Davis et al., 2014). The adaptive immune response is also being targeted, with good efficacy in pre-clinical models of atherosclerosis (Kimura et al., 2015). Historical perspectives on inflammation have typically focused on the leukocytes recruited in large numbers from the blood to the tissues, however, the endothelial lining of arterial vessels plays a critical role as a regulator of multiple steps in the cascade, including effects on immune cell recruitment, trafficking into tissues, and local activity (Carman and Martinelli, 2015; Galkina and Ley, 2009; Pober and Sessa, 2007). The endothelium, as the interface between recruited immune cells and tissues, and as a local regulator of the inflammatory process, is an attractive target for the regulation of local inflammation, potentially avoiding complications of systemic immunosuppressive agents.

Recently, we discovered that, in a chronic in vivo model of low flow, changes in alternative splicing of the extracellular matrix protein fibronectin (FN) prevented hemorrhagic rupture of the intima (Murphy and Hynes, 2014). Through alternative splicing, a single pre-mRNA produced from a transcribed gene can be spliced in different ways to generate multiple, sometimes hundreds, of various isoforms (Nilsen and Graveley, 2010; Wang and Burge, 2008). These new isoforms often lend completely novel interactions to proteins, resulting in interaction profiles often as divergent from the ‘canonical’ isoform as from other unrelated proteins (Yang et al., 2016). Interestingly, the splicing changes we observed in *Fn*, resulting in the incorporation of alternative exons *EIIIA* and *EIIIB*, could be blocked by the depletion of macrophages, which are recruited to the arterial endothelium under low flow (Murphy and Hynes, 2014). Our results suggested that regulation of alternative splicing might play an important role in the endothelial interaction with recruited immune cells and regulation of chronic arterial inflammation.

Here, we test the possibility that alternative splicing is broadly regulated in the arterial endothelium by low and disturbed flow, and hypothesize that alternative splicing events co-regulated with alternatively spliced *Fn* exons *EIIIA* and *EIIIB* may be important in coordinating the response of the arterial endothelium to low flow.

## Results

### Low flow induces a program of alternative splicing in the arterial intima

To determine the extent of alternative splicing changes in the arterial intima under low-flow conditions, we prepared pools of intimal RNA from the carotid arteries of mice exposed to low flow for 48 hr (Figure 1A). Control pools of RNA were prepared from mice subjected to a sham operation, or from the contralateral arteries of ligated mice, which were exposed to high flow. 

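Intimal RNA was flushed from carotid arteries 48 hr after partial ligation, a surgery that closes most branches of the left carotid artery and lowers its flow, and the RNA of several arteries was combined into each pool. 3 pools came from low-flow arteries, 3 from the contralateral high-flow arteries and 3 from sham-operated arteries, and each pool was sequenced in 2 runs. The counts of the first run were used for all 9 pools and those of the second were not, and the sum of both runs was not tested. The authors deposited expected counts per gene, estimated by RSEM from the re-sequencing of these pools with 100 bp paired-end reads and not normalized, with an effective length for each gene. Between 4064477 and 6794904 counts per pool fell on genes, with a median of 5697471 at low flow, 4537963 at high flow and 4217841 in sham arteries. The counts were rounded, genes with low counts were removed by the default filter of edgeR, libraries were scaled by its TMM method, and groups were compared with its quasi-likelihood test and Benjamini-Hochberg adjustment. FPKM values were computed from each count, the effective length of the gene and the total of the library, and 3 counts were taken as the smallest signal that a library can show. Intervals and floors of this kind cover counting error alone, since reads copied by PCR are not independent molecules. The columns of the 9 pools carry letters in place of replicate numbers, so a low-flow pool cannot be matched to the high-flow pool of the same mice, and no paired analysis was possible. The pools are named library a, b and c here, in the order of their letters.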

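Between the low-flow and the high-flow pools at 48 hr, edgeR gave 5195 of the 11236 genes tested an adjusted p under 0.05, of which 2652 were higher and 2543 lower at low flow, and 6039 genes had an unadjusted p under 0.05. With DESeq2 in place of edgeR the number was 4861. The alternative that moved it most was a log2 fold-change of at least 1 as a second criterion, which left 3448 genes. The table of the paper lists its 1998 genes with the smallest adjusted p in the form available, 1947 of these were tested by edgeR and 1946 were called, and the 2 sets of log2 fold-changes had a Pearson correlation of 0.997 across these genes. The genes described next were fixed by rule as the 5 with the largest change in each direction among genes past the threshold whose 3 low-flow pools all lay on the same side of the 3 high-flow pools. Il1r2, on chromosome 1 of mm9 from 40141613 to 40182064, had 231 ± 61.3 FPKM (SD, n = 3) at low flow and 0.785 ± 0.447 (SD, n = 3) at high flow, a log2 fold-change of 9.08 (standard error 0.61, adjusted p = 2.36e-06 by edgeR). Angpt2, on chromosome 8 from 18690263 to 18741562, had 144 ± 38.9 FPKM (SD, n = 3) at low flow and 1.14 ± 0.395 (SD, n = 3) at high flow, a log2 fold-change of 7.73 (standard error 0.47, adjusted p = 2.00e-06 by edgeR). Cd177, Spint1 and 0610040J01Rik were listed at 0 in all 3 high-flow pools, and against the floor of 3 counts Cd177 was at least 23.2-fold higher at low flow, Spint1 at least 8.87-fold and 0610040J01Rik at least 6.15-fold. In the other direction Serpina1d had 72.8 ± 10.8 FPKM (SD, n = 3) at high flow and at most 3 counts in each low-flow pool, which makes it at least 172-fold lower at low flow. Slc36a2 and Cyp2b10 were listed at 0 in all low-flow pools and were at least 40.1-fold and 22.1-fold lower there, and Cidea, with at most 2 counts per low-flow pool, was at least 308-fold lower. Each fold against the floor is the ratio of a mean FPKM to the mean floor. In this comparison FPKM scaling shifts the median log2 fold-change by −0.63 from that of TMM, which enlarges the folds of the lowered genes. At high flow Slc36a2 had 9.61 ± 11.8 FPKM, Cyp2b10 7.02 ± 7.43 and Cidea 165 ± 195 (SD, n = 3), each with a spread larger than the mean. Ucp1 had 188 ± 262 FPKM (SD, n = 3) at high flow and 0.156 ± 0.270 (SD, n = 3) at low flow, and its high-flow pools ranged from 17.5 FPKM in library a over 57.8 in library b to 490 in library c, a spread as large as the mean. Across the artery libraries Ucp1 followed the marker genes of fat cells. The 4 tested genes of the fat cell list were all called lower at low flow by edgeR, with a median log2 fold-change of −4.993.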

We detected 4766 differentially expressed genes between the low-flow carotid and the contralateral high-flow carotid (Padj <0.05 by DEseq2, N = 3 per group), which overlapped and extended previous experiments in this system and in vitro (Dai et al., 2004; Ni et al., 2010) (Figure 1B). We observed excellent correlation in Log2 fold-change between biological replicates (Pearson correlation of 0.82 for all genes, and 0.98 for genes found to be significantly regulated by low flow). 

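To compare replicates of the flow change, the log2 ratio of FPKM was taken between 1 low-flow and 1 high-flow pool and correlated across genes with the ratio from another low-flow and another high-flow pool. Since the pools have no numbers, all 18 ways of forming such a couple of ratios were used, over genes with a value above 0 in the 4 pools. The median Pearson correlation was 0.786 across a median of 12569 genes, and the 18 values ranged from 0.733 to 0.855. Over the genes called by edgeR the median was 0.914, with a range from 0.880 to 0.944. A pseudocount of 0.1 on all genes lowered the first median to 0.666, the largest move among the alternatives tried. These are correlations across genes, which are not independent replicates, so no p is attached to them.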

Low flow, rather than high flow in the contralateral artery, was responsible for the majority of changes in mRNA levels, relative to the normal-flow, sham-operated controls (Figure 1—figure supplement 1). 

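Low flow differed from sham in 4499 of the 11164 genes tested at an adjusted p under 0.05 by edgeR, 2304 higher and 2195 lower. High flow differed from sham in 0 of 11030 genes by the same test, where 868 genes had an unadjusted p under 0.05, and DESeq2 called 101 genes, 43 higher and 58 lower at high flow. Of the 5195 genes changed between low and high flow, 4731 were tested in all 3 comparisons, and in 4429 of these, or 93.6%, the absolute log2 fold-change was larger for low flow against sham than for high flow against sham. The median absolute log2 fold-change over the 4731 genes was 1.03 for low flow against sham and 0.20 for high flow against sham. Taking the genes called by DESeq2 and its fold-changes in place of those of edgeR gave 91.3%. From changes against sham that were larger for the ligated than for the contralateral artery (Figure 1—figure supplement 1), the paper states that low flow, and not high flow, accounts for most of the altered mRNA levels.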

The flow-responsive signature included reduction in expression of the canonical flow-responsive genes *Klf2* and *Klf4* and we also detected an increase in signal from innate immune cells (*CD45*, *F4/80*, *CD11b*, *Cxcr2*; Figure 1—figure supplement 2), suggesting that such cells are recruited as early as 48 hr after the change in flow. However, transcripts from recruited or other contaminating cells represented a small portion of the total signal. This was assessed by the amount of *eGFP* (endothelial) mRNA copies versus *tdTomato* (all other cells) in *Cdh5(PAC)Cre-ERT2; mT/mG* mice, in which *eGFP* or *tdTomato* are driven from the same constitutive actin promoter in a cell-specific manner (Figure 1—figure supplement 3). By this measure, contaminating transcripts represented <1.5% of RNA analyzed.

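Klf2, on chromosome 8 of mm9 from 74842932 to 74845555, had 1.90 ± 1.92 FPKM (SD, n = 3) at low flow, 54.9 ± 9.80 (SD, n = 3) at high flow and 33.1 ± 4.83 (SD, n = 3) in sham arteries. Its log2 fold-change was −4.28 against high flow (standard error 0.33, adjusted p = 4.98e-06 by edgeR) and −3.52 against sham (adjusted p = 0.00108). Klf4, on chromosome 4 from 55540013 to 55545347, had 2.24 ± 2.16 FPKM (SD, n = 3) at low flow, 59.3 ± 6.01 (SD, n = 3) at high flow and 34.7 ± 4.86 (SD, n = 3) in sham arteries, a log2 fold-change of −4.21 against high flow (standard error 0.33, adjusted p = 4.80e-06 by edgeR). Between high flow and sham, the log2 fold-changes of 0.79 for Klf2 and 0.84 for Klf4 did not pass the threshold with edgeR (adjusted p = 0.324 and 0.310), and passed it with DESeq2 (adjusted p = 0.0359 and 0.00816). CD45, encoded by Ptprc, had 24.3 ± 8.24 FPKM (SD, n = 3) at low flow, 1.14 ± 0.576 (SD, n = 3) at high flow and 3.87 ± 2.08 (SD, n = 3) in sham arteries. Its log2 fold-change between low and high flow was 5.04 (standard error 0.32, adjusted p = 2.11e-06 by edgeR). The other immune genes changed in the same direction, with log2 fold-changes between low and high flow of 3.68 for Emr1, which encodes F4/80, 5.18 for Itgam, which encodes CD11b, 6.82 for Cxcr2 and 4.75 for Cd68, and edgeR adjusted p from 1.20e-06 to 1.46e-05. Against sham these 5 genes had log2 fold-changes from 2.33 for Emr1 to 5.01 for Cxcr2. In the sham arteries Cd68 had 15.4 ± 12.1 FPKM (SD, n = 3), a spread between pools close to the mean.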

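As a measure of the signal of leukocytes in the same pools, the counts on lists of marker genes written before the data were examined were summed. The 14 marker genes of macrophages held 0.257% ± 0.0664 (SD, n = 3) of all counts at low flow, 0.0127% ± 0.00496 (SD, n = 3) at high flow and 0.0363% ± 0.0253 (SD, n = 3) in sham arteries. The 10 marker genes of neutrophils held 0.0613% ± 0.0204 (SD, n = 3) at low flow and 0.00151% ± 0.000814 (SD, n = 3) at high flow. For comparison, the 11 marker genes of endothelial cells held 0.405% ± 0.0822 (SD, n = 3) of the counts at low flow and 0.939% ± 0.104 (SD, n = 3) at high flow. After TMM scaling the endothelial list had a median log2 fold-change of 0.123, with 6 genes higher and 5 lower, of which 2 and 3 passed the threshold of edgeR. A share of counts on marker genes is not the share of RNA that comes from a cell type, which the table of counts cannot give, and it holds no counts for eGFP or tdTomato.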

**Figure 1.**
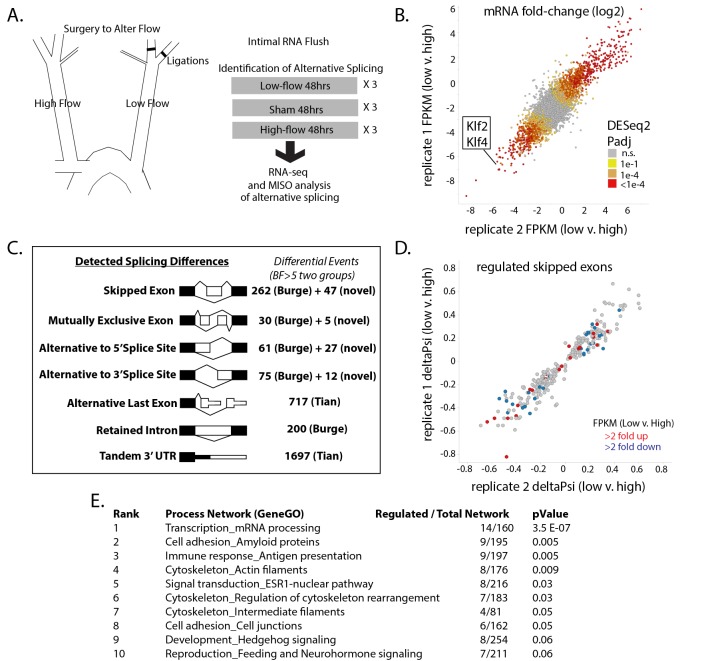
Exposure of the arterial endothelium to low and disturbed flow induces a program of alternative splicing. RNA from the arterial endothelium was isolated 48 hr after partial carotid ligation; from the low-flow side, the high-flow side, or sham-operated vessels. (**A**) Outline of splicing analysis. Three pools of mRNA from each condition were isolated by polyA and sequenced. (**B**) Plot showing the consistency of changes in gene expression in two independent biological comparisons of low-flow versus high-flow isolations. (**C**) Number of RNA splicing events of each category detected by MISO analysis as significantly different in two independent biological comparisons. Events were drawn from annotated databases (Burge, Tian) or from custom annotation of mapped splice junctions (novel). (**D**) Plot showing the changes in skipped-exon inclusion level (deltaPsi) between low-flow and high-flow isolations. The plot also indicates changes in transcription, highlighting exons in genes with a change in FPKM of more than 2-fold up or down. (**E**) Processes enriched in the genes with regulated skipped exons, relative to the entire set of genes expressed in the tissue with annotated skipped exons which were not significantly regulated. Padj = Adjusted P-value, BF = Bayes Factor; FPKM = Fragments Per Kilobase of transcript per Million mapped reads; CCDS = Consensus Coding DNA Sequence. 10.7554/eLife.29494.008Figure 1—source data 1.Contains DESeq2 output from the analysis of biological triplicates of low flow and biological triplicates of high flow, where each biological triplicate contained 4–5 carotid flushes.DESeq2 was performed on samples following STAR alignment and sequencing counts as described in methods. 10.7554/eLife.29494.009Figure 1—source data 2.Contains MISO from Tophat alignments of 80 bp reads, as described in the methods.See GEO file GSE101826 for annotation of samples. 10.7554/eLife.29494.010Figure 1—source data 3.Contains bowtie alignments to eGFP or tdTomato for the indicated samples as described in the methods.

**Figure 1—figure supplement 1.**
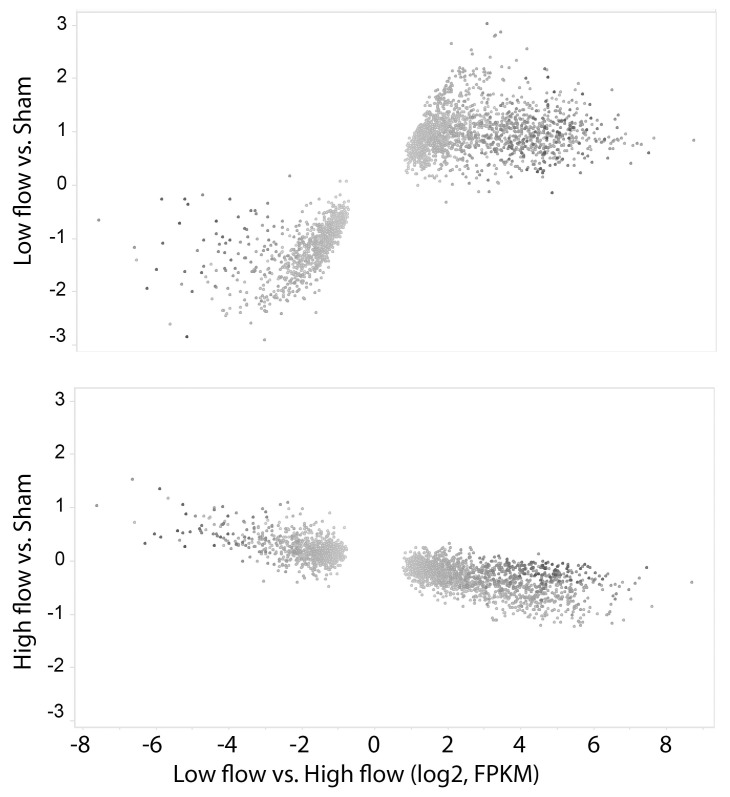
Gene expression changes between low-flow and high-flow intima are mainly due to low flow. Alterations in transcript level for the 2535 genes with p-values<0.0001 in the comparison of low versus high flow. Most of the changes seen in the low vs high flow comparison (X-axis) were stronger in the low vs sham comparison than in the high vs sham comparison (Y-axis). All changes are shown as log2-fold.

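With an unadjusted p under 0.0001, edgeR selected 1553 genes between low and high flow and DESeq2 2479. Of the 1553 genes, 1237 were tested in all 3 comparisons, and 93.5% of them had a larger absolute log2 fold-change for low flow against sham than for high flow against sham, with medians of 1.74 and 0.40. Among the 2479 genes of DESeq2 the share was 92.0%, with medians of 1.67 and 0.36.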

**Figure 1—figure supplement 2.**
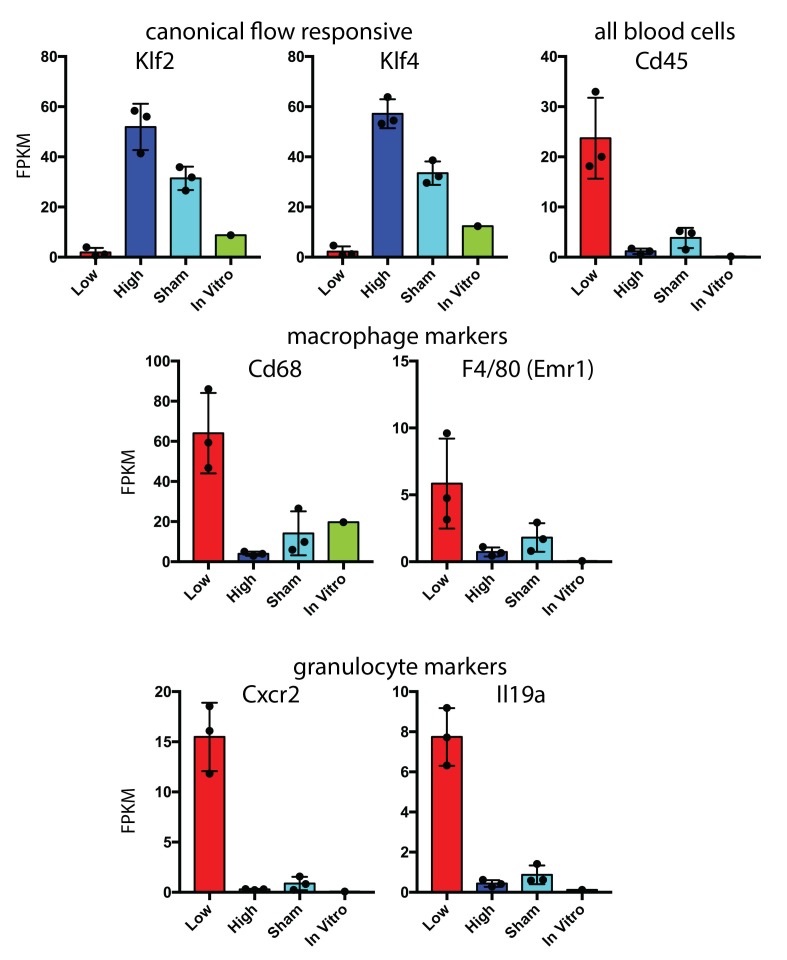
Hematopoietic cell recruitment within 48 hr of low and disturbed flow. Comparison of RNA-seq data from carotid intima 48 hr after the induction of low and disturbed flow. Canonical flow-responsive genes (*Klf2* and *Klf4*) and markers of recruited immune cells (*CD45*, *Cd68*, *F4/80*, *Cxcr2* and *Il19a*) are shown. Each point represents pooled RNA from multiple intimal preparations. In vitro is a single isolated and sorted cell line from aortic endothelium based on eGFP expression (*Cdh5(PAC)-CreERT2; mTmG*).

**Figure 1—figure supplement 3.**
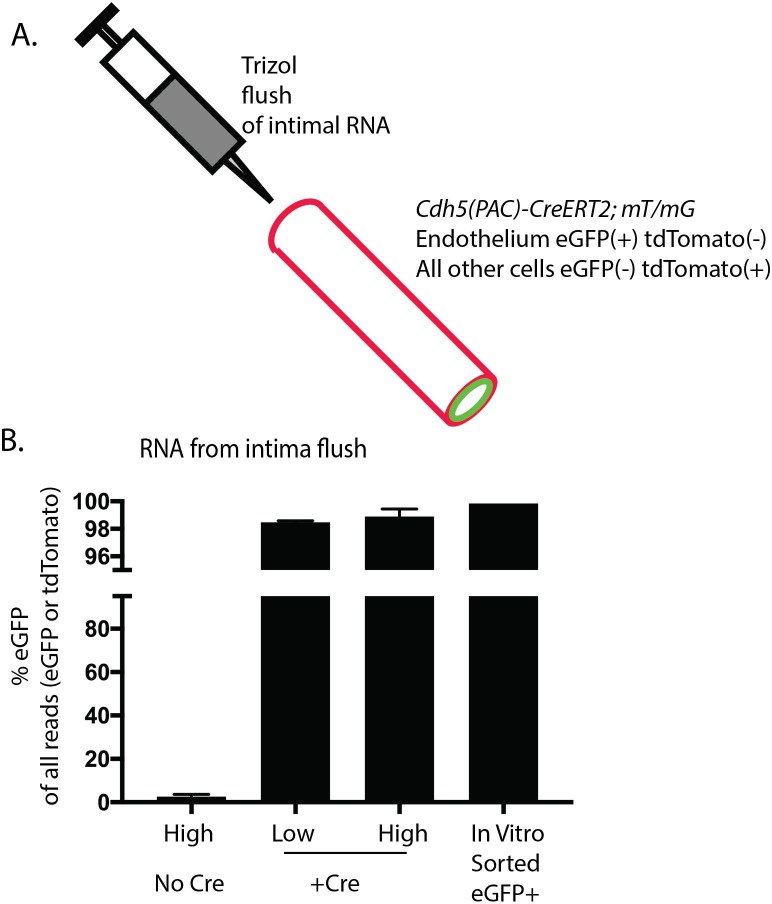
Enrichment of endothelial RNA demonstrated by lineage markers in mT/mG mice. The *mT/mG* mice constitutively express *tdTomato* in all cells from a CMV enhancer/chicken beta-actin core promoter (pCA). Upon Cre activity, in this case driven by the endothelial-specific *Cdh5(PAC)-CreERT2*, the *tdTomato* is excised, and a downstream *eGFP* is expressed instead. Since *tdTomato* is expressed in all non-endothelial cells and *eGFP* is expressed in all endothelial cells, the ratio may be used as an indicator of endothelial to non-endothelial mRNA levels in the isolate. The comparison of RNA-seq reads assigned to *eGFP* or *tdTomato* from *Cdh5(PAC)-CreERT2; Rbfox2 ff; mT/mG* (N = 2 pools) mice or *Rbfox2 ff; mT/mG* mice (N = 2 pools) is shown. Cultured and FACs-purified eGFP +cells from *Cdh5(PAC)-CreERT2; Rbfox2 ff; mT/mG* mouse aorta is also shown (N = 1).

**Figure 1—figure supplement 4.**
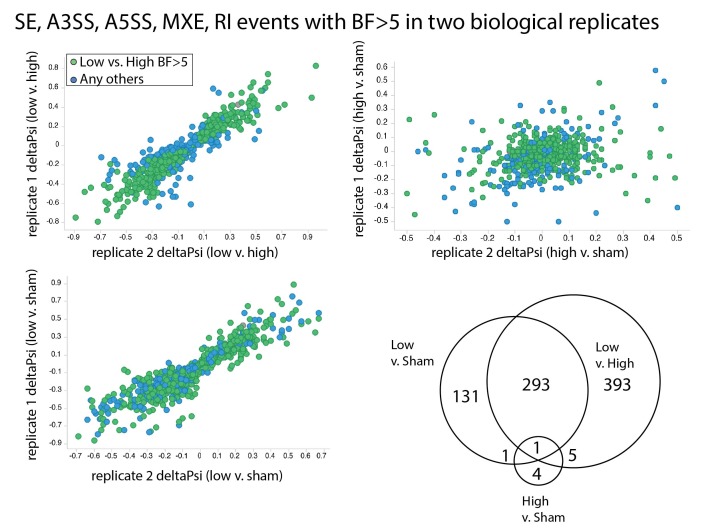
Splicing changes are primarily induced by low flow rather than high flow. Comparison of the change in inclusion frequency by MISO for individual splicing events of the SE, MXE, A3SS, A5SS and RI classes. In green are the events presented in Figure 1C. In blue are all other events with BF >5 in two independent biological comparisons of low flow versus sham, or with BF >5 in two independent biological comparisons of high flow versus sham. Then Venn diagram shows the overlap in these events found to be significant in each of the independent comparisons.

**Figure 1—figure supplement 5.**
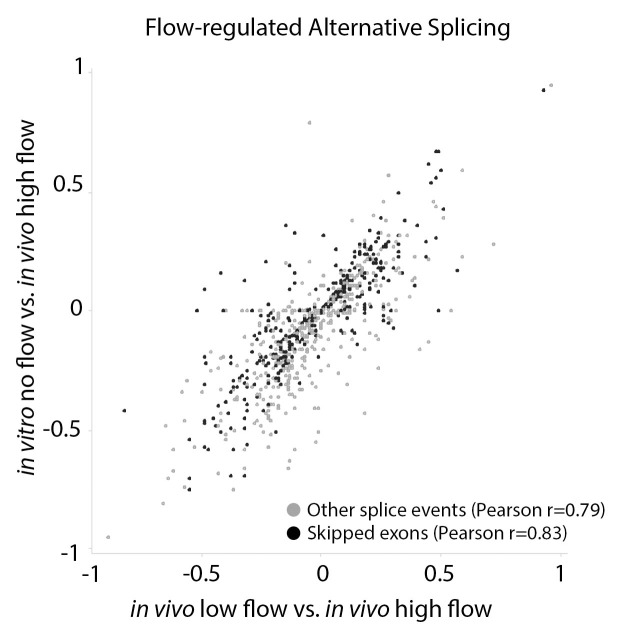
Arterial cells cultured in vitro replicate splicing changes observed under low and disturbed flow in vivo. Comparison of the change in inclusion frequency by MISO for individual splicing events of the classes shown (by color code on bottom), relative to high-flow arterial endothelium in vivo. Other splice events include A3SS, A5SS, MXE and RI. Only flow-regulated alternative splicing events are shown. In vitro cells are primary *Cdh5(PAC)-CreERT2; mT/mG* cells from the aorta, isolated as described in Materials and methods, cultured in static conditions and sorted by FACs for eGFP+ before RNA isolation. Splicing events in these cells were compared to high-flow carotid artery intimal isolate. In vivo low-flow is the comparison of the low-flow intimal isolate to the high-flow intimal isolate. Pearson correlation indicates the correlation between the change in inclusion observed in low-flow activated endothelial cells in vivo versus low-flow activation of endothelial cells in vitro.

Having established endothelial enriched RNA pools from the various flow conditions, we then asked whether alternative splicing in intimal endothelial cells was regulated by flow. We assessed levels of alternative exon inclusion, expressed as ‘percentage spliced in’ (Psi), in each condition and their differences using the MISO Bayesian statistical framework (Katz et al., 2010). We examined annotated events as well as novel events (see Materials and methods). Setting a threshold of significance at Bayes factor five in two biologically independent comparisons of low flow to high flow, we identified 768 regulated splicing events between known exons (skipped or mutually exclusive exons, retained introns, or alternative 5’ or 3’ splice sites) and over a thousand regulated changes to the last exon or 3’UTR (Figure 1C). As with the transcript level changes, the vast majority of the splicing changes were induced by low flow, rather than high flow, in comparison with sham-operated vessels (Figure 1—figure supplement 4). Approximately, 90% of the splicing changes observed in vivo were recapitulated (at least 50% in the same direction) in purified endothelial cells in vitro, supporting the endothelial regulation of these splicing events (Figure 1—figure supplement 5). It is not clear whether the 10% of events not similarly regulated in vitro reflect differences in the in vitro system or transcript variants from the ~1.5% contaminating mRNA.

Because the mechanisms of regulation of skipped exons are best understood, and because we are interested in alternative splicing events similar to the skipped exons in *Fn*, we focused on this subclass of alternative splicing events (Murphy and Hynes, 2014). 

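The list of flow-regulated skipped exons in the source data of the paper gives inclusion levels for 300 events in 233 genes, and 273 of these events lie in 225 genes that were also tested by edgeR between low and high flow at 48 hr. The inclusion change, taken from the levels the paper lists, had a Pearson correlation of −0.086 with the log2 fold-change of the transcript across the 273 events, with a 95% interval by the Fisher z transformation, which takes the events as independent, from −0.203 to 0.033. Spearman's rho was −0.14, a stronger inverse value for which no interval was computed, and 1 event per gene gave a Pearson correlation of −0.086. The 133 events with increased inclusion lay in genes with a median log2 fold-change of −0.10, and the 140 events with decreased inclusion in genes with a median of 0.08.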

Changes in skipped exons were consistent between completely independent biological sets, and not obviously correlated with increased or decreased abundance in the transcriptional levels of these genes between conditions (Figure 1D, each point indicates a regulated splicing event, colored points indicate events in genes with altered transcript levels). The majority of the skipped exons were as strongly conserved evolutionarily as constitutive exons in placental mammals, and much more so than introns (data not shown). Genes with regulated skipped exons had annotated functions in several categories (Figure 1E). Thus, altered flow results in changes in RNA splicing of exons coincident with, but independent of, transcriptional changes.

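Of the 225 genes with a regulated skipped exon, 103 or 45.8% differed in transcript level between low and high flow at an adjusted p under 0.05 by edgeR, 51 higher and 52 lower at low flow, against 46.2% of all other genes tested. Among 1000 random lists of genes matched for expression level, the median number called was 114, and 941 lists held at least as many called genes as the 103 observed. In 52 of the 225 genes, or 23.1%, the transcript changed by more than 2-fold, against 32.1% of the other genes. From exon inclusion that did not follow transcript abundance (Figure 1D), the paper concludes that flow alters splicing at the same time as, and independently of, transcript levels.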

### Platelets are required for regulation of a subset of flow-regulated skipped exons

We previously observed that monocyte recruitment was required for increased inclusion of *Fn-EIIIA* and *EIIIB* exons after 48 hr of low flow (Murphy and Hynes, 2014). Platelets and granulocytes are also recruited to arterial endothelium in regions of low and disturbed flow (Chèvre et al., 2014; Huo et al., 2003; Massberg et al., 2002). 

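Each cell type was depleted in mice before low flow was applied for 48 hr, and intimal RNA of several arteries was pooled. Libraries of 150 bp reads came from 2 pools each of low-flow arteries treated with anti-GPIba antibody against platelets, anti-Gr1 antibody against neutrophils, control IgG, clodronate liposomes against macrophages and control PBS liposomes, and of high-flow arteries treated with IgG or PBS liposomes. The authors deposited RSEM expected counts and RPKM for these libraries, and the counts were analyzed as for the untreated pools, with the 7 groups of 2 fitted together. Totals lay between 12286104 and 19035957 counts per library, and 13401 genes were tested. The low-flow libraries were sequenced in one run and the high-flow libraries in a later one, so that flow cannot be told apart from the run within the treated mice, whereas each depleted group shares its run with its control. Replicate numbers are shared between groups, but the labels do not say that equal numbers come from the same mice. Equal numbers went with a correlation of replicate differences across genes of −0.068 for anti-GPIba with IgG and 0.075 for anti-Gr1 with IgG at low flow, and of 0.416 for clodronate with PBS liposomes. With 2 libraries per group, no exact test of a single gene can reach significance, and the adjusted p rest on the dispersion that edgeR estimates across genes.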

We depleted each of these recruited cell types using clodronate liposomes for macrophages (Murphy and Hynes, 2014), anti-GPIbα for platelets and anti-Gr1 for neutrophils (Labelle et al., 2014). Platelets were essential for the recruitment of both macrophages and neutrophils in our system (Figure 2—figure supplement 1). 

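Anti-GPIba lowered 1405 genes and raised 811 against IgG at low flow at an adjusted p under 0.05 by edgeR, 2216 in all, and the alternative that moved this most was a fit of the 2 groups alone, with 4449. Anti-Gr1 changed 0 genes, with 2432 at an unadjusted p under 0.05, and DESeq2 called 142. Clodronate lowered 16 genes and raised none against PBS liposomes by edgeR, 2002 genes having an unadjusted p under 0.05, while with the replicate number as a block 64 genes were called and DESeq2 without the block called 467. Ppbp, a platelet gene on chromosome 5 of mm9 from 91197544 to 91199086, fell from 6.79 ± 3.97 FPKM (SD, n = 2) with IgG to 0.298 ± 0.164 (SD, n = 2) with anti-GPIba, a log2 fold-change of −4.49 (standard error 0.93, adjusted p = 0.0219 by edgeR). The platelet genes Pf4 and Itga2b had log2 fold-changes of −0.94 and −1.13 that did not pass the threshold (edgeR adjusted p = 0.284 and 0.156). Ptprc had 29.6 ± 6.39 FPKM (SD, n = 2) with IgG and 2.13 ± 1.39 (SD, n = 2) with anti-GPIba, a log2 fold-change of −3.83 (standard error 0.57, adjusted p = 0.0113 by edgeR). Cd68 had 46.8 ± 7.63 FPKM (SD, n = 2) with IgG and 9.19 ± 0.856 (SD, n = 2) with anti-GPIba, a log2 fold-change of −2.37 (edgeR adjusted p = 0.0157), while Emr1 changed by −2.10 without passing the threshold (adjusted p = 0.120). Cxcr2, a neutrophil gene, had 17.5 ± 13.7 FPKM (SD, n = 2) with IgG, 0.0764 ± 0.108 (SD, n = 2) with anti-GPIba and 0.544 ± 0.336 (SD, n = 2) with anti-Gr1, and of the 2 changes only the first passed the threshold with edgeR (adjusted p = 0.0146 and 0.243) and both passed it with DESeq2 (adjusted p = 1.26e-05 and 0.0469). With anti-Gr1, Cd68 kept 26.9 ± 4.11 FPKM (SD, n = 2) and Emr1 5.22 ± 0.169 (SD, n = 2), and neither differed from IgG past the threshold (edgeR adjusted p = 0.315 and 0.869). Clodronate liposomes left 6.81 ± 0.541 FPKM (SD, n = 2) of Cd68 and 1.23 ± 0.309 (SD, n = 2) of Cxcr2, against 33.1 ± 12.4 and 15.0 ± 12.3 (SD, n = 2) with PBS liposomes. For Cd68 in that comparison the edgeR adjusted p was 0.0640, and 0.0386 with the replicate block, and the DESeq2 adjusted p was 4.65e-06, and for Cxcr2 these were 0.186, 0.122 and 0.128. Over the lists of marker genes, anti-GPIba shifted the 14 macrophage genes by a median log2 fold-change of −2.24 and the 10 neutrophil genes by −4.21, anti-Gr1 shifted the neutrophil genes by −3.21 and the macrophage genes by −0.14, and clodronate shifted the macrophage genes by −2.39 and the neutrophil genes by −2.52. From the loss of macrophage and neutrophil signal after platelet depletion (Figure 2—figure supplement 1), the paper states that platelets were essential for recruiting both cell types.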

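By the same rule as for the flow comparison, the 5 genes with the largest change in each direction between anti-GPIba and IgG were named. Lgi3 rose from 0.202 ± 0.0318 FPKM (SD, n = 2) to 4.31 ± 1.08 (SD, n = 2), a log2 fold-change of 4.36 (standard error 0.79, adjusted p = 0.0170 by edgeR), and Cyp2e1 from 1.91 ± 1.67 to 41.3 ± 48.1 (SD, n = 2), with a spread larger than the mean. Fmod and Frmpd1 were listed at 0 in both IgG libraries and were at least 8.56-fold and 2.64-fold higher with anti-GPIba, and Folh1, with at most 1 count with IgG, was at least 11.3-fold higher. Esco2, Fam83d, Tg, Mxd3 and Prnd were listed at 0 in both anti-GPIba libraries. Against the floor, Esco2 was at least 205-fold lower with anti-GPIba, Fam83d at least 173.6-fold, Mxd3 at least 153.5-fold and Prnd at least 143-fold. Tg, which encodes thyroglobulin, was at least 159-fold lower, a change that rests on 6.38 FPKM in IgG replicate 1 against 0.0634 in IgG replicate 2.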

Platelet depletion resulted in suppression of *Fn-EIIIA* and *–EIIIB* relative to control treatments, and in widespread changes in a large number of other flow-regulated skipped exons (Figure 2—figure supplement 2). For the platelet-regulated skipped exons (about 1/3 of all flow-regulated skipped exons), platelet depletion causes low-flow arteries to cluster with high-flow arteries in their splicing profile rather than with IgG or untreated low-flow arteries (Figure 2A). Thus, platelets are necessary for the regulation of many of the low-flow regulated skipped exons we observed.

**Figure 2.**
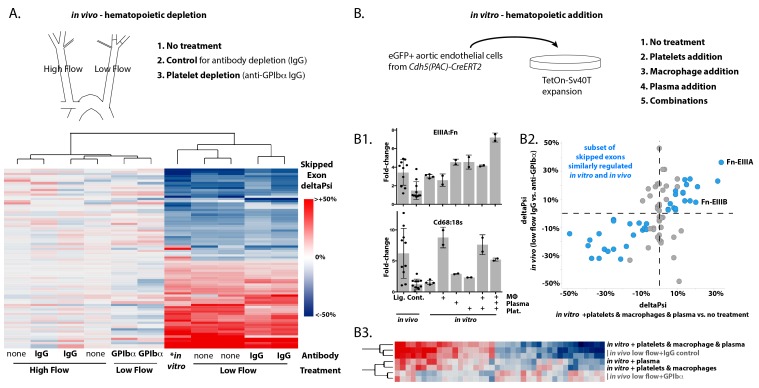
Platelets and macrophages regulate a subset of flow-regulated skipped-exon events. (**A**) Effects of platelet depletion on splicing patterns in vivo (see also 2–2). Clustered heat map showing the change in skipped-exon inclusion frequency relative to high-flow contralateral arteries in biological replicates of untreated arteries (from data set created in Figure 1) or platelet-depleted (anti-GPIbα) or IgG control-treated (IgG) arteries. The data shown are for the platelet-dependent subset of all flow-regulated skipped exons (SE; 80/292). IgG and anti-GPIbα (low flow) are relative to average IgG (high flow). No antibody treatment in vitro and in vivo low flow are relative to average in vivo high flow. (**B**) Effects of platelet, macrophage and plasma addition to endothelial cells in vitro. (**B1**) Bar graphs showing in vitro changes in EIIIA inclusion frequency and Cd68 macrophage marker expression with the different treatments of conditionally immortalized aortic endothelial cells, relative to in vivo low-flow and high-flow samples. (**B2**) Plot showing the in vitro regulation of platelet-regulated skipped-exon events (40/80), in isolated and conditionally immortalized aortic endothelial cells. (**B3**) Clustered heat map, showing the change in skipped exon inclusion frequency in in vivo biological replicates of low-flow arteries with or without platelet depletion (in vivo low-flow+ IgG control, +GPIba) or conditionally immortalized aortic endothelial cells with the addition of the indicated cells or 10% plasma. 10.7554/eLife.29494.015Figure 2—source data 1.Contains MISO from STAR alignments of 100 bp reads, as described in the methods.See GEO file GSE101826 for annotation of samples. 10.7554/eLife.29494.016Figure 2—source data 2.Contains ratio of *EIIIA* or *EIIIB* to total *FN* in the indicated samples.

**Figure 2—figure supplement 1.**
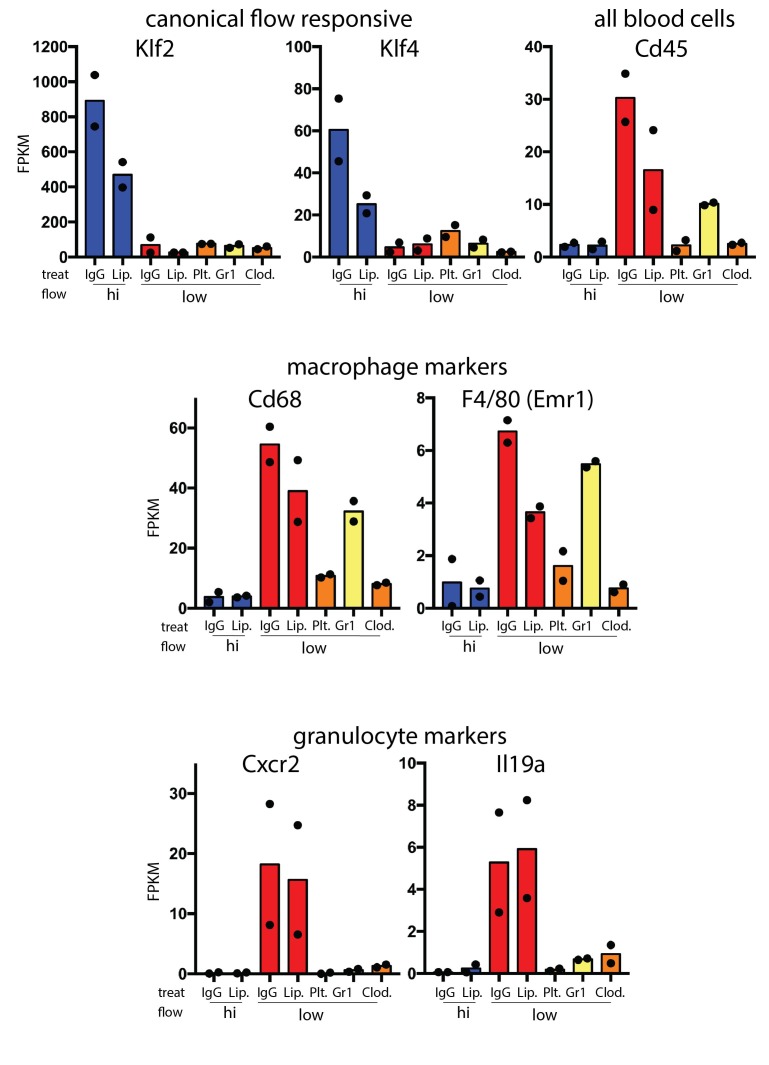
Hematopoietic cell depletion in aortic intima 48 hr after induction of low and disturbed flow. Comparison of RNA-seq data from carotid intima 48 hr after induction of low and disturbed flow, or in the contralateral arteries. Each point represents pooled RNA from multiple intimal preparations (N = 2 pools per condition, each a pool of 3–5 arteries). IgG is a non-specific antibody control for platelet (Plt.) and granulocyte (Gr1)-depleting antibodies. PBS liposome (Lip.) is a control for macrophage-depleting clodronate liposomes (Clod.).

**Figure 2—figure supplement 2.**
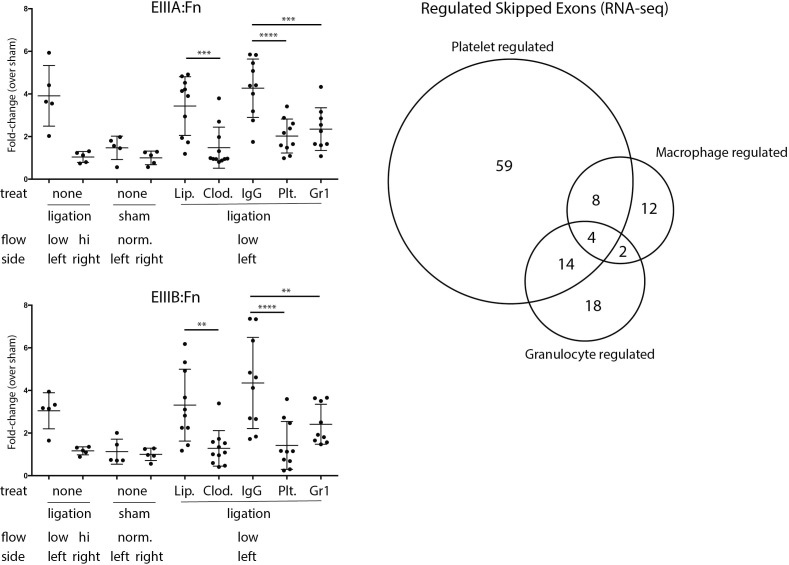
In vivo depletions of individual hematopoietic cell populations and their effects on Fn-EIIIA and –EIIIB inclusion. Quantitative PCR results of low-flow carotid arteries isolated from mice treated with anti-Gr1 (granulocytes), anti-GPIbα (platelets), clodronate liposomes (macrophages), or controls (IgG for antibody treatments and PBS liposomes for clodronate liposomes). Change in inclusion frequency is shown as fold change relative to sham-operated control contralateral artery at 48 hr. Significance of the differences by Sidak’s multiple comparison test are shown (**p<0.01, ***p<0.001, ****p<0.0001). Venn Diagram shows the low-flow events significantly regulated in vivo by platelets, macrophages or granulocytes, as defined in methods.

**Figure 2—figure supplement 3.**
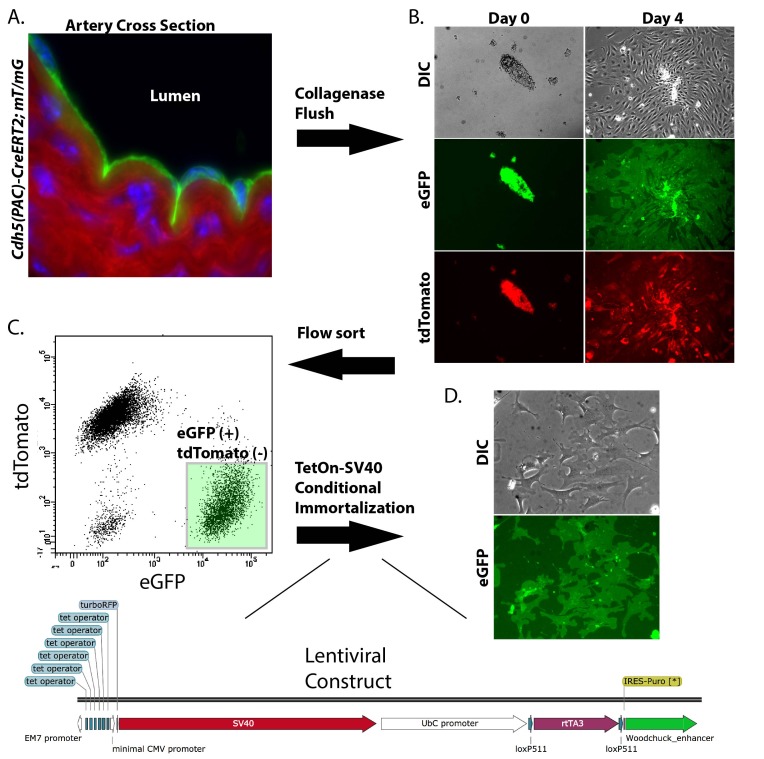
Isolation and conditional immortalization of aortic endothelial cells. Endothelial cells were marked by induction of the mT/mG reporter in *Cdh5(PAC)-CreERT2; mT/mG* mice (**A**), isolated by collagenase flush and cultured (**B**), sorted on the mT/mG markers (**C**) and then immortalized by TetOn-SV40T (**D**).

In vivo experiments were unable to discriminate between the effects of platelets and macrophages on the splicing response of endothelium, since platelet depletion suppressed macrophage recruitment. 

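A conditionally immortalized endothelial cell line from mouse aorta was cultured untreated, with 10% plasma, with platelets and macrophages, or with plasma, platelets and macrophages, and each of the 4 cultures gave 1 library of 150 bp reads without a replicate. The authors deposited expected counts and RPKM from RSEM for these cultures, and their totals were 13975153 to 16394043 counts. All 4 libraries share a sequencing run. Without replicates no test was made, and differences between the cultures are given as values. Pf4, a gene of platelets, had 0.44 RPKM untreated, 0.26 with plasma, 6.68 with platelets and macrophages and 23.9 with all 3 additions. Cd68, a gene of macrophages, had 3.84, 8.96, 12.2 and 10.3 RPKM in the same order, so that it was higher with plasma alone, where no macrophages were added.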

To address more directly the specific requirement for each blood cell type, we prepared a murine aortic endothelial cell line for in vitro co-culture experiments (Figure 2—figure supplement 3). We first examined *EIIIA* inclusion levels (Figure 2B1). Cultured cells in static conditions had higher baseline levels of *EIIIA* than high-flow arteries in vivo (compare bars 2 and 3). Co-culture with monocyte-derived macrophages, at similar stoichiometric ratios with the endothelial cells to those observed in vivo in low-flow arteries, did not further increase EIIIA inclusion. However, both platelets and plasma independently induced increased EIIIA inclusion, and exerted combinatorial effects, resulting in inclusion levels approximately 6-fold higher than in vivo levels when all three were added [*EIIIA* (from 15% to 80%) and *EIIIB* (from 11% to 60%)]. A broader examination of splicing changes, by RNA-seq, revealed that half (40 of 80) of the splicing events regulated by platelets in vivo were similarly regulated by a combination of platelets, macrophages and plasma in vitro (Figure 2B2). For this set of events, the addition of plasma, macrophages and platelets to cultured endothelial cells induced a low-flow-like change in splicing but the individual components - platelets, macrophages or plasma proteins - were unable to entirely recapitulate the potent effects of their combination (Figure 2B3). Thus, platelets alone were insufficient to induce low-flow regulated skipped exons, despite static in vitro conditions, and required both macrophages and plasma for maximal effect.

Together our results suggest that recruitment of both platelets and macrophages to the arterial endothelium is required for the flow-responsive splicing pattern in a large set of genes, including the *Fn-EIIIA* and *EIIIB* exons.

### Binding motif for the splicing factor Rbfox2 is enriched in regulated vascular splicing events

We were particularly interested in the set of skipped exons induced in the endothelium in a platelet and macrophage-dependent manner, along with *Fn-EIIIA* and *–EIIIB*, and asked whether there might be a common upstream regulatory factor. 

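Transcript levels of RNA-binding proteins were compared between IgG and anti-GPIba at low flow, over the 810 genes that the list of the paper names in the form available, which lacks 262 of its entries. Of these genes 756 were tested by edgeR, and 180 or 23.8% changed at an adjusted p under 0.05, 164 lower and 16 higher with anti-GPIba, against 16.5% of all genes tested. Among the 20 genes that the figure names (Figure 3—figure supplement 1), 7 passed the threshold.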

Although analysis of transcriptional levels did not reveal obvious candidate splicing factors (Figure 3—figure supplement 1), the identity of relevant splicing regulators can in some cases be deduced by looking for enrichment of their RNA-binding motifs adjacent to regulated exons, where they typically bind to exert their effects (Shapiro et al., 2011).

To take an unbiased approach to the identification of regulatory splicing factors by flanking motifs, we developed an analysis pipeline using the ranking algorithm in GSEA and taking advantage of the recent development of a comprehensive database of RNA-protein binding preferences (CisBP-RNA) to provide the RNA-binding protein ‘finger-prints’ to be ranked (Ray et al., 2013). We confirmed that this pipeline was able to correctly identify known regulatory splicing factors from raw RNA-seq data from single-cell in vitro systems or complex in vivo tissues (Figure 3—figure supplement 2).

Having confirmed our pipeline, we then applied it to assess the regulation of skipped exons in the increasingly narrowly defined group regulated in vivo and in vitro by recruited platelets and macrophages (Figure 3A and B). Enrichment was judged relative to background sets created from known skipped exons expressed but not regulated in endothelial cells (see Materials and methods for details). The Rbfox family, of which Rbfox2 is known to regulate *EIIIB* (Underwood et al., 2005), stood out among this group, being enriched especially on the downstream side of exons with decreased inclusion and, to a lesser extent, on both the upstream and downstream side of exons with increased inclusion (Figure 3C–E).

**Figure 3.**
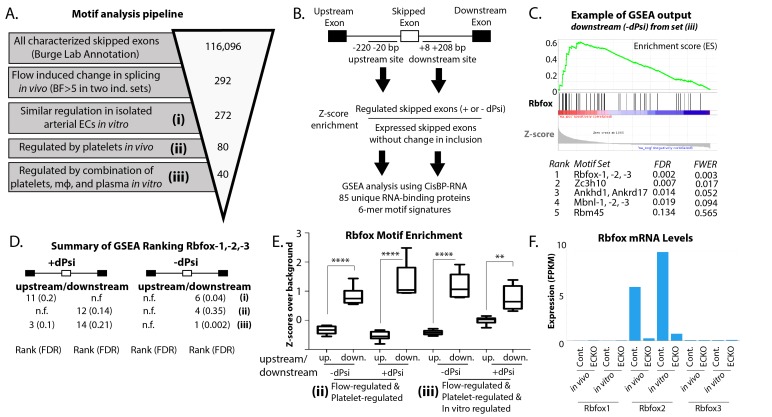
Enrichment of an Rbfox motif in the platelet/macrophage-regulated subset identified in vivo and in vitro. (**A**) Motif analysis pipeline, showing the number of potentially regulated skipped-exon events, and those passing each filter. (**B**) Events were separated into those with increased or decreased inclusion, and then the sequences of the upstream and downstream 200 bp flanking regions were isolated, resulting in four regions of analysis. 6-mer motifs in each region were assessed for enrichment relative to exons expressed in six matched background sets of skipped exons not regulated by flow. GSEA was used to identify splicing factor ‘fingerprints’ among these enriched motifs, using the motif-binding preference defined by the CisBP-RNA database (Ray et al.). (**C**) Example of enrichment of Rbfox binding motif in GSEA analysis of 85-unique RNA-binding protein signatures against flanking intron sequences of flow-regulated exons. Plot shows enrichment of Rbfox family motifs among the motifs most enriched above background in the downstream flanking region of exons regulated in vivo and in vitro (set iii). (**D**) Enrichment of the Rbfox2 motif in each of the sets of biologically defined regulated exons (i-iii) within the upstream and downstream flanking regions of exons with either increased or decreased inclusion. (**E**) Plot showing the average z-score enrichment of the top 5 Rbfox in vitro defined motifs in the flanking regions of the in vivo regulated exon set (80 SE) and the in vitro regulated subset (40 SE), relative to the six matched background sets (N = 6 per bar). (**F**) Transcript levels of Rbfox family of proteins in the carotid artery in vivo and in isolated aortic endothelial cells in vitro, with or without the deletion of *Rbfox2* by *Cdh5(PAC)-CreER* (EC-KO). FPKM = Fragments Per Kilobase of transcript per Million mapped reads. FDR; false-discovery rate; n.f.; not found. p<0.0001 (****), p<0.01 (**). 10.7554/eLife.29494.021Figure 3—source data 1.Contains the pared down list of flow-regulated events and their annotations (e.g. platelet regulated).See GEO file GSE101826 for annotation of samples. 10.7554/eLife.29494.022Figure 3—source data 2.Contains the list of intervals used for motif enrichment around the indicated regulated exons for the indicated sets (e.g. increased inclusion in flow regulated set). 10.7554/eLife.29494.023Figure 3—source data 3.Contains a list of expressions across samples for all known RNA binding proteins. 10.7554/eLife.29494.024Figure 3—source data 4.Contains the list of all motifs, their enrichment adjacent to regulated exons, their conservation score, and the z-score enrichment of the motif from the CisBP-RNA database.

**Figure 3—figure supplement 1.**
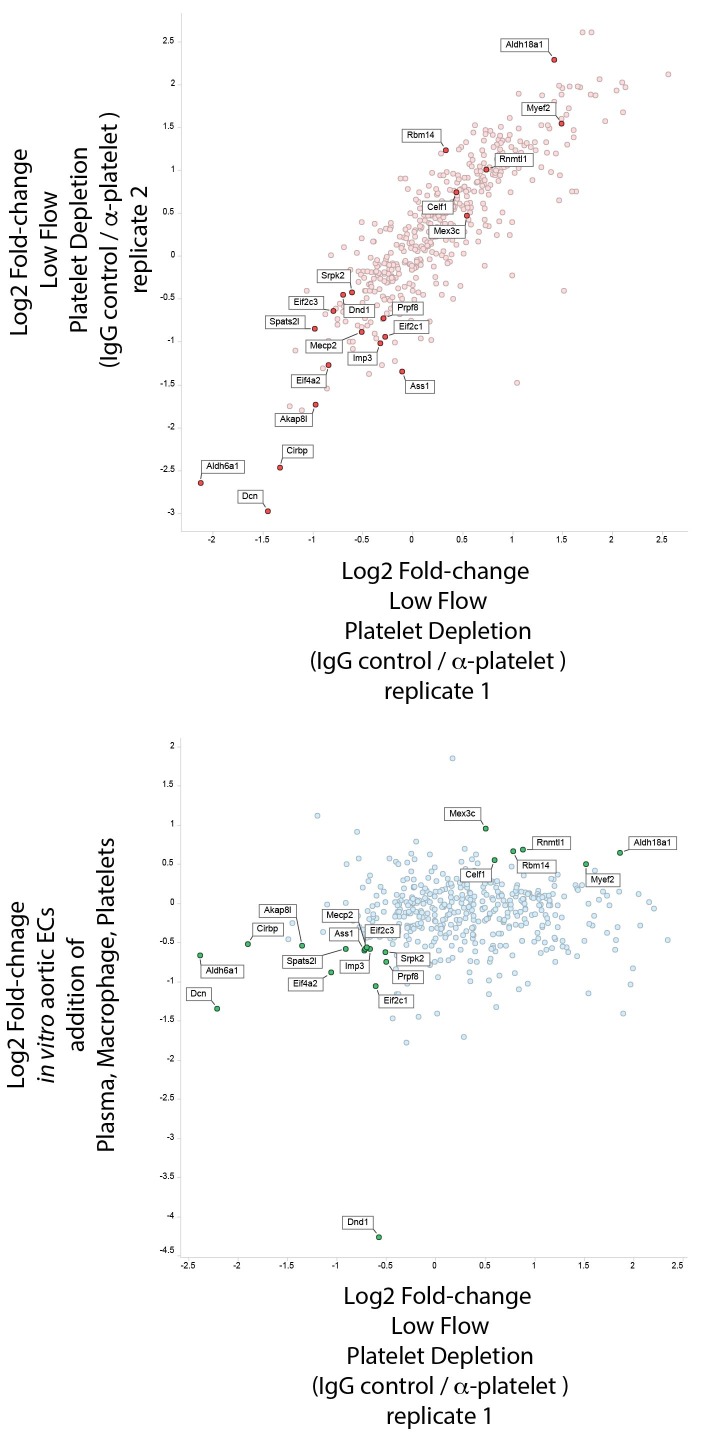
No obvious candidate splice factors from differential expression under altered flow conditions. Differential expression of RNA-binding proteins under conditions with altered splicing. Factors highlighted had consistent differences of <−0.5 or >0.5 in both sets of data. Only *Dcn* (*decorin*) showed differences of <-1 in both. RNA-binding proteins with FPKM <0.5 in the in vivo data sets were filtered out.

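For each RNA-binding protein, the log2 ratio of mean RPKM was taken between IgG and anti-GPIba at low flow, where a positive value means lower without platelets, and between the cell line with plasma, platelets and macrophages and the untreated line. Over the 745 genes with at least 0.5 RPKM in 1 or more libraries of each experiment, 135 had ratios above 0.5 in both, or under −0.5 in both, 105 of them higher and 30 lower, and the 2 ratios had a Pearson correlation of 0.483 across genes. With the threshold at 1 the number was 22, of which 12 were higher and 10 lower. Dcn, on chromosome 10 of mm9 from 96942245 to 96980777, had a ratio of −2.32 in the artery, −1.45 and −2.97 in the 2 replicates taken by number, and −2.78 in the cell line. Aldh6a1 had −2.37 in the artery and −2.39 in the cell line, and Cirbp −1.84 and −1.25. Of the 20 genes named in the figure, 12 passed 0.5 in both experiments, and among the others were Eif2c3 with −0.73 in the artery and 0.01 in the cell line and Prpf8 with −0.48 and 0.18. Between IgG and anti-GPIba the edgeR test gave Dcn a log2 fold-change of 2.28 with anti-GPIba (standard error 0.63, adjusted p = 0.0371), Aldh6a1 one of 2.34 (adjusted p = 0.0210) and Cirbp one of 1.82 (adjusted p = 0.0418). The cell line values have no replicates.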

**Figure 3—figure supplement 2.**
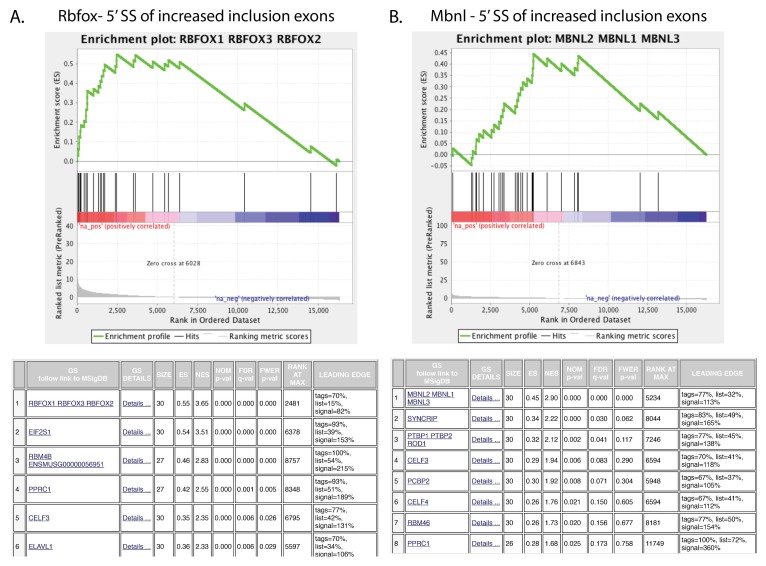
Positive control sets to confirm the motif-based identification of regulated events in vitro and in vivo by their CisBP-RNA fingerprint in GSEA. GSEA plots showing enrichment of top CisBP-RNA motifs for the indicated splice factors near the skipped exons of the events regulated in the published gene sets (Rbfox2 shRNA in ES cells in vitro from Jiangi M et al; Mbnl1 in heart of KO mice from Wang ET et al.).

**Figure 3—figure supplement 3.**
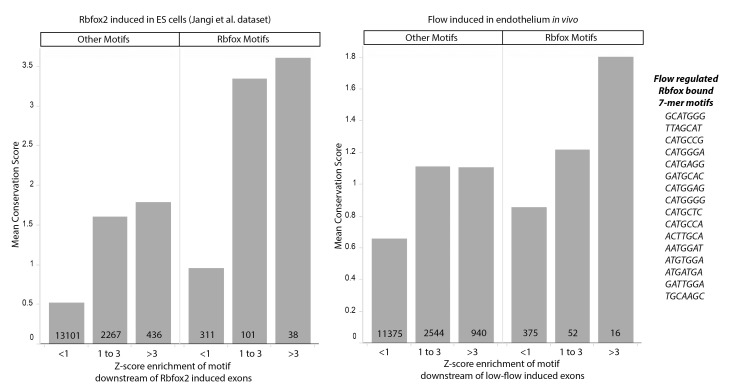
Conservation of Rbfox2 motifs enriched near flow-regulated skipped exons. Plot showing the average conservation score (y-axis) and z-score (x-axis) for individual motifs near induced skipped exons in the published positive-control set (Rbfox2 regulated, Jangi et al. Genes and Development 2015) and the flow-induced set of skipped exon described here. Rbfox Motifs and Other Motifs are defined by Rbfox2 binding in vitro in the CisBP-RNA database (z-score >1 in CisBP-RNA). Mean conservation score on the Y-axis is derived from PhyloP vertebrate score at for each nucleotide in the given 7-mer motif adjacent to the regulated skipped exons. Z-score enrichment on the X-axis bins motifs into strongly (z-score >3), moderately (z-score 1 to 3) and weakly (z-score <1) enriched in the downstream region (5’ss) of induced skipped exons, relative to background sets of unregulated skipped exons. Number of motifs in each column are shown at the bottom of the bar. Motifs are shown for the far-right column of flow-induced (Rbfox2 motif z-score >1 in CisBP-RNA, and z-score enrichment >3 downstream of flow induced skipped exons).

Rbfox2 motifs in the flanking regions of the regulated events were conserved, consistent with the conservation of the exons themselves (Figure 3—figure supplement 3). The Rbfox family contains three members, Rbfox1-3, with conserved RNA-binding motifs. To determine which of these might be most important in regulation of the *EIIIA* and *EIIIB* cohort of events, we examined their expression in vivo, and in in vitro purified endothelial cells. 

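Across the 35 libraries of carotid intima, Rbfox2, on chromosome 15 of mm9 from 76909420 to 77137483, had 0.169 to 6.91 FPKM with a median of 3.54, and no library had 3 counts or fewer. Rbfox1 had 3 counts or fewer in 33 of the 35 libraries and at most 0.289 FPKM, and Rbfox3 in 27 of the 35 and at most 0.769 FPKM. In the 30 libraries without endothelial deletion, Rbfox2 made up a median of 100.0% of the summed FPKM of the family, with a lowest share of 83.5%. In eGFP-sorted primary endothelial cells, which have 1 library, Rbfox2 had 5.57 FPKM.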

We found that only *Rbfox2* was significantly expressed in arterial endothelial cells (Figure 3F).

Thus, bioinformatics analysis suggests *Rbfox2* as a particularly important regulator of the skipped exon changes induced by platelet and macrophage recruitment to the arterial endothelium under low flow conditions.

### Endothelial-specific deletion of *Rbfox2* partially reverts flow-responsive skipping of vascular skipped exons induced by low flow in vivo

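Mice with floxed Rbfox2 alleles and an inducible endothelial Cre (EC-KO) were compared with control littermates 7 days after partial ligation. For low-flow arteries 3 pools per genotype were deposited, and for high-flow arteries 2 pools per genotype. Cultured primary aortic endothelial cells gave 1 library per genotype. The legends of the paper use 2 pools per genotype at low flow. Levels read from its figures matched the 2 pools whose columns carry the numbers 4 and 5, which nothing ties to replicates 2 and 3 of the labels and which are named library a and b here, more closely than any choice with replicate 1, with a standard deviation of the log2 difference of 0.14 against 0.78 and 1.16 for the control and of 0.10 against 0.20 and 0.35 for the EC-KO. Replicate 1 of each genotype was therefore left out in the analysis over the 2 pools of the paper and included in the analysis over all 3, and the text of the paper gives no reason for leaving it out. The authors deposited expected counts for all of these libraries, and RPKM for replicate 1 and for the primary cells. At low flow the totals were 10318685 to 18633538 counts, and at high flow 11252801 to 17964837. Both replicate 1 libraries come from an earlier sequencing run than the other 8 libraries of intima, so the run and the choice of pools cannot be told apart, but each run holds both genotypes. Low-flow EC-KO library a and control library b come from a later run than EC-KO library b and control library a. Equal numbers of the 2 genotypes at low flow thus lie in different runs. Columns of the 2 genotypes and of both flows share numbers, and differences between low-flow libraries with equal numbers had a correlation between the genotypes of 0.119 across genes for libraries a and b, and of 0.312 with replicate 1 included. Results with this number as a block, an analysis chosen after seeing the values, are therefore given beside those without it.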

To test whether *Rbfox2* is involved in the splicing response of the arterial endothelium to low flow, we genetically removed *Rbfox2* in mice using an endothelial-specific and inducible Cre (*Cdh5(PAC)-CreERT2*) in combination with floxed *Rbfox2* alleles (Gehman et al., 2012; Sörensen et al., 2009). This strategy resulted in efficient deletion of *Rbfox2* without an increase in expression of the other Rbfox family members, 1 and 3 (Figure 3F; EC-KO).

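In the low-flow arteries at 7 days, Rbfox2 had 5.73 and 2.74 FPKM in control libraries a and b and 0.169 and 0.623 in EC-KO libraries a and b, with a log2 fold-change of −3.39 over these 4 libraries (standard error 0.77, DESeq2 adjusted p = 0.000737, edgeR adjusted p = 0.184). Replicate 1 had 3.27 FPKM in the control and 1.09 in the EC-KO, so that every EC-KO library lay under every control library. Over all 3 libraries per genotype Rbfox2 had 3.915 ± 1.597 FPKM (SD, n = 3) in the control and 0.626 ± 0.459 (SD, n = 3) in the EC-KO, a log2 fold-change of −2.59 (standard error 0.65), which with an edgeR adjusted p of 0.910 and a DESeq2 adjusted p of 0.0676 did not pass the threshold. In the high-flow arteries Rbfox2 had 3.66 and 3.84 FPKM in the control and 0.792 and 1.05 in the EC-KO, a log2 fold-change of −2.06 (standard error 0.69, edgeR adjusted p = 1.0). With the number in the column as a block, where equal numbers had a correlation of 0.119 at low and 0.198 at high flow, the log2 fold-change of Rbfox2 was −3.52 at low flow over the pools of the paper (DESeq2 adjusted p = 0.000514, edgeR adjusted p = 0.0699), −2.79 over all 3 libraries per genotype (DESeq2 adjusted p = 0.00448, edgeR adjusted p = 0.684) and −2.07 at high flow (edgeR adjusted p = 0.864). In a fit of the 2 high-flow groups alone with the block it was −2.08 and passed the threshold (edgeR adjusted p = 0.0335, DESeq2 adjusted p = 0.000150). The primary cells had 9.33 FPKM in the control and 0.675 in the EC-KO, without replicates.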

To allow us to assess both the low-flow-responsive splicing patterns and the chronic transcriptional response of the flow-activated intima, we examined the effect of *Rbfox2* deletion 7 days after the reduction in flow. Consistent with our previous observations on *Fn-EIIIA* and *–EIIIB*, we found that most splicing changes observed at 48 hr were also observed at 7 days (Murphy and Hynes, 2014). We found that *Rbfox2* was important in the flow-responsive splicing change of many of the previously defined skipped exons, including *Fn-EIIIB* and *–EIIIA* to a lesser extent (Figure 4A, and Figure 4—source data 1). Altogether, *Rbfox2* deletion suppressed flow-induced splicing changes of ~25% the skipped exons (Figure 4A, blue bars, right hand panel and 4B). This set of genes encodes extracellular matrix proteins (e.g. *Fn1*, *Fbln2*, *Mfge8*) and immune-regulatory proteins (e.g. *Ikbkg*, *Gpr116*, *Ceacam1*). Analysis of inclusion of specific exons is shown in Figure 4C demonstrating the loss of flow-responsive exons of *Fbln2* on endothelial deletion of *Rbfox2*.

**Figure 4.**
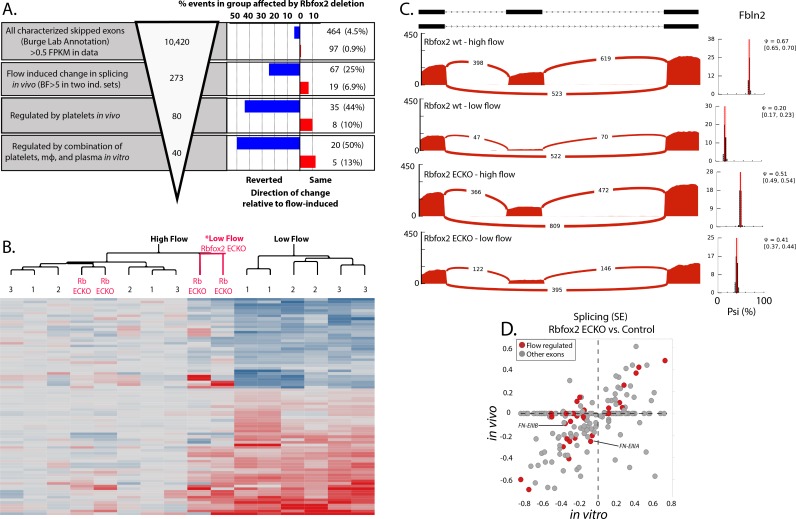
Endothelial Rbfox2 deletion affects many of the flow-regulated splicing events. (**A**) Showing the percentage of each group of skipped exons regulated by endothelial deletion of Rbfox2 (BF >5) in any comparison and regulated similarly in both comparisons of Rbfox2 wt low-flow vs. Rbfox2 EC-KO low-flow – either consistent with the flow-induced change in splicing (red, ‘same’) or against the direction of the flow-induced change in splicing (blue, ‘reverted’). (**B**) Heat map showing the clustering of flow-regulated splicing events reverted by Rbfox2 deletion (67 of the 273 events consistently regulated between 48 hr and 7 days). 1 = C57 wild-type mice, 48 hr data set; 2 = C57 wild-type mice, IgG control 48 hr data set; 3 = Rbfox2 wt control (i.e. no Cre), 7 days data set; Rb EC-KO = Rbfox2 EC-KO 7 days data set. (**C**) Effect of endothelial *Rbfox2* deletion on flow-mediated regulation of inclusion of *Fbln2* alternative exons. (**D**) Plot shows the change in splicing of skipped exons (SE) following *Rbfox2* deletion from carotid artery intima in vivo (under low flow) or in isolated primary aortic endothelial cells in vitro. SE from the *Rbfox2* regulated set of events, in genes expressed >FPKM 1 in in vitro and in vivo sets. SE also regulated by a change in flow are highlighted. 10.7554/eLife.29494.028Figure 4—source data 1.Contains paired list of flow-regulated skipped exon events.**Event (mm9):** Skipped exon-splicing event, MM9 annotation; **ENSID, RefseqID, GeneID,  Rbfox2_regulated:** Regulated if Rbfox2 deletion was significantly altered splicing BF >5 in any of the in vivo or in vitro comparisons; **High Flow 1:** Psi, 48 hr intima replicate 1 from contralateral artery pool; **High Flow 2:** Psi, 48 hr intima replicate 2 from contralateral artery pool; **Low Flow 1:** Psi, 48 hr intima replicate 1 from ligated artery pool; **Low Flow 2:** Psi, 48 hr intima replicate 2 from ligated artery pool; **IgG High Flow 1:** Psi, 48 hr intima replicate 1 from contralateral artery pool, IgG treated; **IgG High Flow 2:** Psi, 48 hr intima replicate 2 from contralateral artery pool, IgG treated; **IgG Low Flow 1:** Psi, 48 hr intima replicate 1 from ligated artery pool, IgG treated; **IgG Low Flow 2:** Psi, 48 hr intima replicate 2 from ligated artery pool, IgG treated; **Rbfox2 wt High Flow 1:** Psi, 7 days intima replicate 1 from contralateral artery pool, Rbfox2 ff; **Rbfox2 wt High Flow 2:** Psi, 7 days intima replicate 2 from contralateral artery pool, Rbfox2 ff; **Rbfox2 wt Low Flow 1:** Psi, 7 days intima replicate 1 from ligated artery pool, Rbfox2 ff **Rbfox2 wt Low Flow 2:** Psi, 7 days intima replicate 2 from ligated artery pool, Rbfox2 ff; **Rbfox2 EC-KO High Flow 1:** Psi, 7 days intima replicate 1 from contralateral artery pool, Cdh5(PAC)-CreERT2; Rbfox2 ff; **Rbfox2 EC-KO High Flow 2:** Psi, 7 days intima replicate 2 from contralateral artery pool, Cdh5(PAC)-CreERT2; Rbfox2 ff; **Rbfox2 EC-KO Low Flow 1:** Psi, 7 days intima replicate 1 from ligated artery pool, Cdh5(PAC)-CreERT2; Rbfox2 ff; **Rbfox2 EC-KO Low Flow 2:** Psi, 7 days intima replicate 2 from ligated artery pool, Cdh5(PAC)-CreERT2; Rbfox2 ff; **Rbfox2 wt in vitro:** Psi, cultured and sorted aortic endothelial cells from Rbfox2 ff; **Rbfox2 EC-KO in vitro:** Psi, cultured and sorted aortic endothelial cells from Cdh5(PAC)-CreERT2; Rbfox2 ff; **Platelet_regulated_50percent:** If platelet depletion reverted the low flow induced change in splicing by >50%; **In_vitro_factor_regulated:** If addition of platelets, monocytes and plasma induced splicing changes > 50% of those induced in vivo by low flow ;**Rbfox2_effect:** Consistent regulation, either increased or decreased, by deletion of Rbfox2 under low flow conditions in vivo; **SE_data_set:** *Burge v2 dataset (http://miso.readthedocs.io/en/fastmiso/annotation.html) or de novo identified events (see methods)*.

**Figure 4—figure supplement 1.**
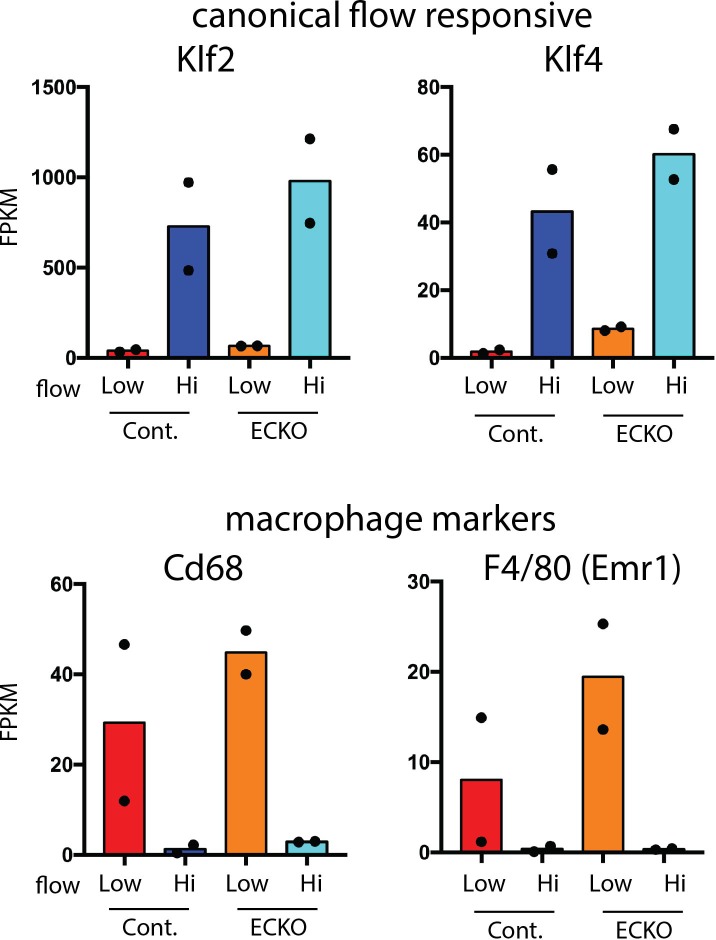
Rbfox2 deletion does not cause a reduction in markers of recruited platelets or macrophages. Results of RNA-seq analysis of selected transcripts of intimal flush of the ligated low-flow side or the contralateral high-flow side at 7 days in Rbfox2 EC-KO mice or littermate controls.

**Figure 4—figure supplement 2.**
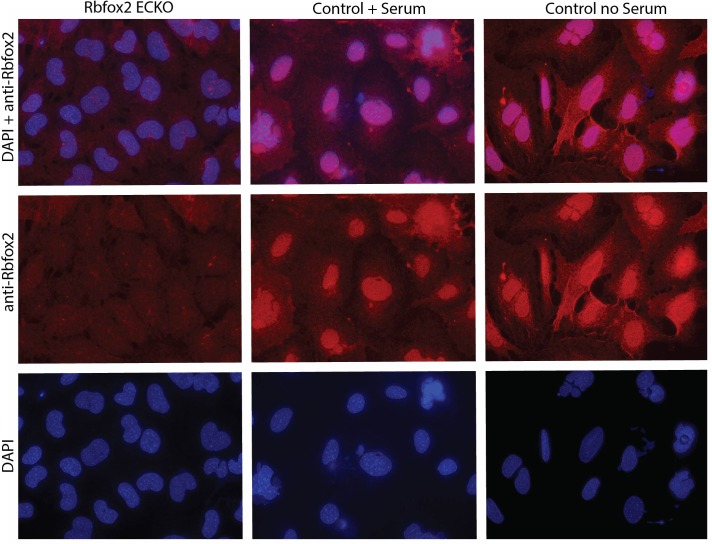
Rbfox2 localization under serum stimulation in mouse aortic endothelial cells. Immunofluorescence staining for Rbfox2 protein in aortic endothelial cells in culture under conditions (high density + FBS) which induce *EIIIA* and *EIIIB* inclusion versus conditions which do not (high density no FBS).

Since suppression of flow-responsive splicing was also impaired by depletion of platelets and macrophages, we asked whether recruitment of these cells was affected. However, we observed similar levels of macrophage markers (*Cd68, F4/80*) in the low-flow intimal flushes in the presence and absence of endothelial *Rbfox2* (Figure 4—figure supplement 1), suggesting that recruitment of macrophages, and by extension the platelets that we had previously found to be required for macrophage recruitment, were not detectably affected by deletion of *Rbfox2*.

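At low flow and 7 days, Cd68 had 37.7 and 9.20 FPKM in control libraries a and b and 39.8 and 32.3 in EC-KO libraries a and b, with a log2 fold-change of 0.70 over these 4 libraries (edgeR adjusted p = 0.649). Emr1, which encodes F4/80, had 14.1 and 1.06 FPKM in the control and 24.0 and 12.9 in the EC-KO, with a log2 fold-change of 1.38 (edgeR adjusted p = 0.554). In replicate 1, Cd68 had 15.4 FPKM in the control and 32.7 in the EC-KO, and Emr1 had 3.62 and 13.6. Over all 3 libraries per genotype the log2 fold-changes were 0.82 for Cd68 (standard error 0.49) and 1.51 for Emr1 (standard error 0.79), and neither passed the threshold (edgeR adjusted p = 0.910 for both). In both sets of libraries the values of the 2 genotypes overlapped. Over all libraries with the number in the column as a block, where equal numbers had a correlation of 0.312, the log2 fold-change by DESeq2 was 1.03 for Cd68, which passed the threshold with neither edgeR nor DESeq2, and 2.09 for Emr1, which passed it with DESeq2 and not with edgeR. The 14 tested genes of the macrophage list, which includes both, had a median log2 fold-change of 0.999 over all libraries without the block, with 12 higher in the EC-KO, and the 7 tested genes of the neutrophil list a median of −2.912, with all 7 lower.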

Consistent with a direct effect of *Rbfox2* depletion on endothelial cells, we found a good correlation between the changes in splicing observed in vivo upon *Rbfox2* deletion and those observed in vitro with *Rbfox2* deletion in primary isolated aortic endothelial cells (Figure 4D). Notably, changes in splicing in vitro, in response to serum, did not correspond with an obvious alteration in the localization or abundance of Rbfox2 in the nucleus at the protein level (Figure 4—figure supplement 2).

Thus, *Rbfox2* deletion in the endothelium prior to the induction of low flow suppresses a large portion of flow-responsive alternative splicing in endothelial cells, downstream of platelet and macrophage recruitment.

### Endothelial deletion of *Rbfox2* alters the intimal response to low flow

We predicted that changes in the splicing response of the arterial intima caused by *Rbfox2* deletion would affect the response to low flow. To test this, we examined gene expression at the whole transcript level 7 days after the induction of low flow in *Rbfox2* EC-KO mice and littermate controls, and in the isolated endothelial cells. We found that endothelial deletion of *Rbfox2* significantly affected 641 genes in the carotid intima under low flow (DESeq2 p-adj <0.05) (Figure 5A). 

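Over the 2 pools per genotype of the paper, DESeq2, which the paper used, called 770 of 14504 genes between EC-KO and control at low flow at an adjusted p under 0.05, 390 higher and 380 lower in the EC-KO. EdgeR over the same 4 libraries called 0 of 12479 genes, with 2002 at an unadjusted p under 0.05. With replicate 1 added, edgeR called 0 of 12566 genes, with 404 at an unadjusted p under 0.05, and DESeq2 called 10, of which 9 were higher in the EC-KO. With the number in the column as a block, where equal numbers had a correlation of 0.119 without replicate 1 and of 0.312 with it, DESeq2 called 759 genes and edgeR 197 over the pools of the paper, and over all libraries DESeq2 called 101, 74 higher and 27 lower, and edgeR 0, with 862 at an unadjusted p under 0.05. The difference within the replicate 1 pair had the same direction as the change over the other libraries in 312 of the 770 genes, or 40.5%, with a Pearson correlation of 0.014 across these genes and a median absolute log2 ratio of 0.26 against 1.34. Of the 9 choices of 2 pools per genotype, the 3 that left out control replicate 1 gave 770, 995 and 1615 genes by DESeq2, and the 6 that kept it gave 0 to 64. In simulated data with the depths and dispersions of these 6 libraries, edgeR found 117 of 200 genes changed by a log2 of 2 and DESeq2 found 161, with 9 and 56 false calls. Since edgeR called no gene over all libraries, no gene qualified there for naming by size of change. Between EC-KO and control at high flow, DESeq2 called 27 genes, and 63 in a fit without replicate 1. With the number in the column as a block, at a correlation of 0.198, edgeR called 4 in a fit of all libraries and DESeq2 158 without replicate 1. In blocked fits of the 2 high-flow groups alone they called 95 and 255. Without the block edgeR called 1 gene, Fkbp7, which was named after its value was seen and which the paper names for low flow. It had a log2 fold-change of −3.67 at high flow (standard error 0.38, adjusted p = 0.0352) and of −2.09 at low flow over all libraries (standard error 0.37, edgeR adjusted p = 0.910, DESeq2 adjusted p = 0.00318), and of −2.00 at low flow over the libraries of the paper (DESeq2 adjusted p = 0.00363).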

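Of the 770 genes called by DESeq2 over the 2 pools per genotype of the paper, 762 were also tested by DESeq2 between low and high flow at 48 hr, and 590 of these, or 77.4%, were among the 4861 genes of that flow signature, against 35.7% of the other genes tested in both. The odds ratio was 6.17 (two-sided Fisher's exact test across genes, p = 2.80e-114), where genes are not independent replicates. With replicate 1 added, DESeq2 called 10 genes, 9 of them tested in both, of which 5 or 55.6% were in the signature (odds ratio 2.25, Fisher exact p = 0.297). A block for the number in the column, where equal numbers had a correlation of 0.119 and 0.312, put 595 of 753 genes in the signature over the pools of the paper, and 56 of 98 or 57.1% over all libraries (odds ratio 2.25, Fisher exact p = 8.49e-05).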

Of these 641 genes, 507 are part of the 4766 gene low-flow signature previously described (Figure 1). 

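Among the 590 genes shared with the 48 hr flow signature over the 2 pools per genotype of the paper, 568 or 96.3% changed in the EC-KO against the direction of the flow change. Of these 590 genes, 256 were higher in the EC-KO, of which 236 were lower at low flow, and 334 were lower in the EC-KO, of which 332 were higher at low flow. With replicate 1 added, 0 of the 5 shared genes changed against the flow, and 5 genes are too few to decide a direction. When the number in the column was a block, where equal numbers had a correlation of 0.119 and 0.312, 558 of 595 shared genes or 93.8% changed against the flow over the pools of the paper, and 32 of 56 or 57.1% over all libraries. With the flow change of mice given IgG in place of the 48 hr signature, 465 of 493 shared genes or 94.3% changed against it. With the 7 day flow change of the control mice the number was 645 of 658, but the low-flow control libraries enter that change and the EC-KO change with opposite sign, which by itself favors opposite directions. A mean log2 of FPKM plus 0.1 over the 200 genes with the smallest p in the 48 hr flow comparison, signed by the direction of the flow change and set to a mean of 0 in the high-flow control libraries, was 5.07 and 3.55 in low-flow control libraries a and b and 3.46 and 3.66 in EC-KO libraries a and b. On that scale replicate 1 had 2.23 in the control and 2.83 in the EC-KO, and the high-flow libraries lay between −0.31 and 1.10. The same score over the shared genes, which were selected for a difference between the genotypes, was 2.54 and 2.42 in the control and 0.89 and 1.31 in the EC-KO, and in replicate 1 it was 0.58 and 0.73.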

Clustering of expression changes in the *Rbfox2*-regulated subset of genes, relative to the contralateral artery of control mice, shows that deletion of *Rbfox2* causes the low-flow arterial intima to resemble more closely the high-flow arterial intima (Figure 5A). 

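Both processes were examined with lists of genes written before the data were examined. Over the 2 pools per genotype of the paper, the 34 tested genes of antigen presentation had a median log2 fold-change of 0.97 in the EC-KO at low flow, with 27 higher and 7 lower, and the 78 cell cycle genes a median of −1.89, with all 78 lower. Among the 390 genes called higher by DESeq2 were 13 of the antigen presentation genes (odds ratio 19.4, Fisher exact test, p = 1.43e-11), and among the 380 called lower were 52 of the cell cycle genes (odds ratio 72.1, p = 1.80e-60). Genes of a list are not independent replicates, and these p do not measure the spread between pools. Over all 3 libraries per genotype the medians were 0.50 for antigen presentation and −1.73 for the cell cycle, and with each library left out in turn they stayed between 0.30 and 0.93 and between −2.50 and −0.98. The medians with the number in the column as a block, where equal numbers had a correlation of 0.119 and 0.312, were 1.035 and −2.052 over the pools of the paper and 0.684 and −1.317 over all libraries. The mean log2 FPKM of the cell cycle genes was 5.15 and 5.49 in control libraries a and b and 1.99 in control replicate 1, against 2.59, 3.98 and 2.27 in the EC-KO libraries a, b and replicate 1. For antigen presentation the control libraries had 6.28, 5.54 and 6.55 and the EC-KO libraries 6.51, 6.72 and 6.50 in the same order. Replicate 1 thus shows neither difference between the genotypes at the size of the other libraries. The marker genes of T cells had 4.68 in control replicate 1 against 0.08 and −2.19 in control libraries a and b. In EC-KO replicate 1 they had 2.48, against 1.0 and −0.12 in EC-KO libraries a and b. The marker genes of fat cells had 2.41 in control replicate 1 against −1.44 and −1.15. Control replicate 1 thus differs from the other controls in more than the 2 lists examined. In the high-flow arteries the cell cycle genes had 0.34 and 0.34 in the control and 2.54 and 1.14 in the EC-KO.

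**Figure D1:**
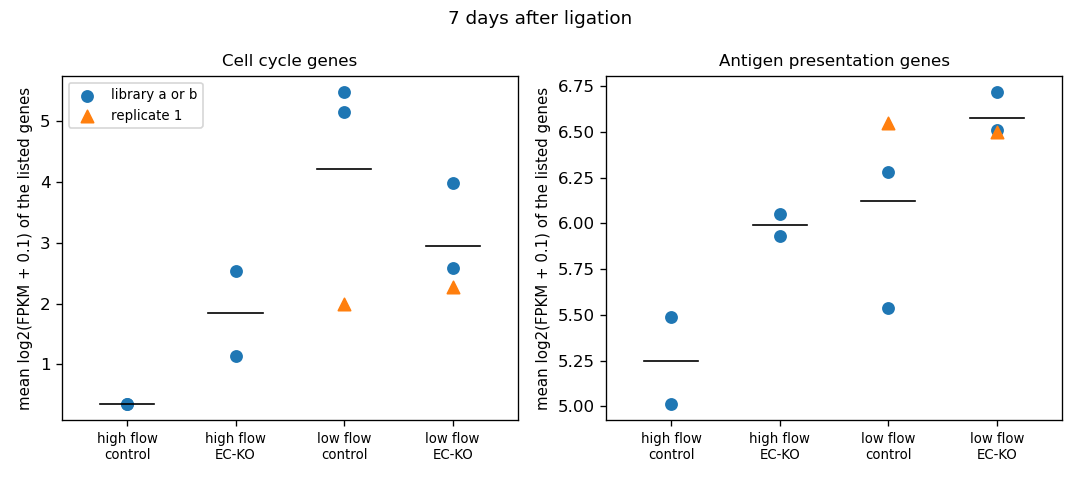
Mean log2 of FPKM plus 0.1 over the cell cycle genes and over the antigen presentation genes in each library of carotid intima at 7 days, by flow and genotype, with libraries a and b as circles, replicate 1 as triangles and group means as lines. Control replicate 1 lies at 1.99 for the cell cycle genes, under the 5.15 and 5.49 of the other low-flow control libraries.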

Processes of cell proliferation and of antigen presentation were enriched among the differentially regulated genes (Figure 5B). 

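The source data of the paper list quantitative PCR values of individual low-flow arteries at 7 days for 12 genes, with 12 to 18 arteries per genotype. Recomputed from these listed values, all 12 differences between EC-KO and control had the direction of the RNA-seq change, both over the 2 pools per genotype of the paper and over all 3. The median absolute log2 difference was 0.72 by quantitative PCR, 0.89 by RNA-seq over all libraries and 1.6 over the 2 pools per genotype of the paper. Across the 12 genes the Pearson correlation with quantitative PCR was 0.967 and 0.928 for the 2 sets of libraries, a relation that the single gene with a decrease, Fkbp7, spans. Fkbp7 differed by −1.91 on the log2 scale by quantitative PCR (standard error 0.45, two-sided permutation p = 0.00048, adjusted p = 0.0029 over the 12 genes), and by −2.00 and −2.09 in the 2 RNA-seq analyses. Psen2 differed by 1.33 (standard error 0.37, permutation p = 0.00042, adjusted p = 0.0029) and by 2.43 and 1.33 in the RNA-seq. Of the 12 genes, 11 had an adjusted permutation p under 0.05, and Clic5 with a difference of 0.68 did not (permutation p = 0.26, adjusted p = 0.26).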

RNA-seq was performed on pooled arteries, and quantitative PCR analysis of selected regulated genes in individual carotid arteries confirmed expression changes in individual animals (Figure 5C and D). These results indicate that Rbfox2 is essential for a portion of the endothelial response to low flow, regulating ~10% of the transcriptional response to low flow.

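The 590 genes shared with the flow signature make up 12.1% of the 4861 genes of that signature by DESeq2 over the pools of the paper, and with replicate 1 added the 5 shared genes make up 0.1%. Across all genes tested, the EC-KO change over all libraries had a Pearson correlation of −0.435 with the 48 hr flow change. This correlation was −0.494 over the pools of the paper and lay between −0.566 and 0.002 with each library left out in turn. With the flow change of mice given IgG it was −0.278 over all libraries and −0.28 over the pools of the paper. With each library left out in turn it lay between −0.343 and 0.066 there. From the overlap of its EC-KO genes with the low-flow signature, their clustering and the quantitative PCR of individual arteries, the paper concludes that Rbfox2 is essential for a portion of the endothelial response to low flow.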

**Figure 5.**
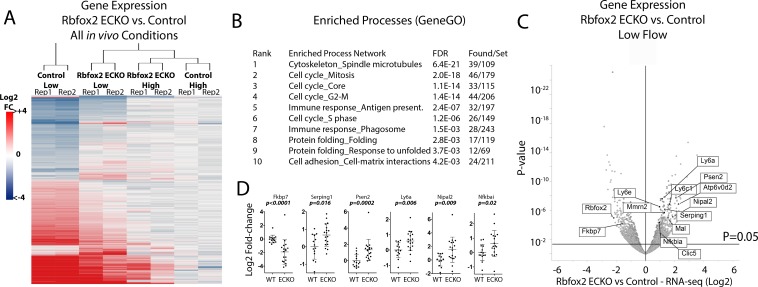
Endothelial Rbfox2 deletion suppresses low-flow transcript response in the arterial intima. (**A**) Clustered heat map of the genes with adjusted p-values<0.05 shows the change in expression relative to contralateral controls at 7 days after the change in flow in the indicated genotypes (N = 641). (**B**) Enriched terms among the genes regulated by Rbfox2 deletion. (**C**) Volcano plot showing DESeq2 calculated p-values and log2 fold changes in genes expressed in the arterial intima at 7 days of arteries exposed to low and disturbed flow, with or without deletion of *Rbfox2*. Genes selected for qPCR in single arteries are shown. (**D**) Results of individual carotid artery qPCR for the genes indicated. Log2 fold-changes are relative to control, p values are from Mann-Whitney test (N = 14 control and N = 18 Rbfox2 EC-KO). 10.7554/eLife.29494.031Figure 5—source data 1.Contains qPCR deltaCT between gene and housekeeping gene in the indicated samples, and the normalization to controls used to determine fold-change.

**Figure 5—figure supplement 1.**
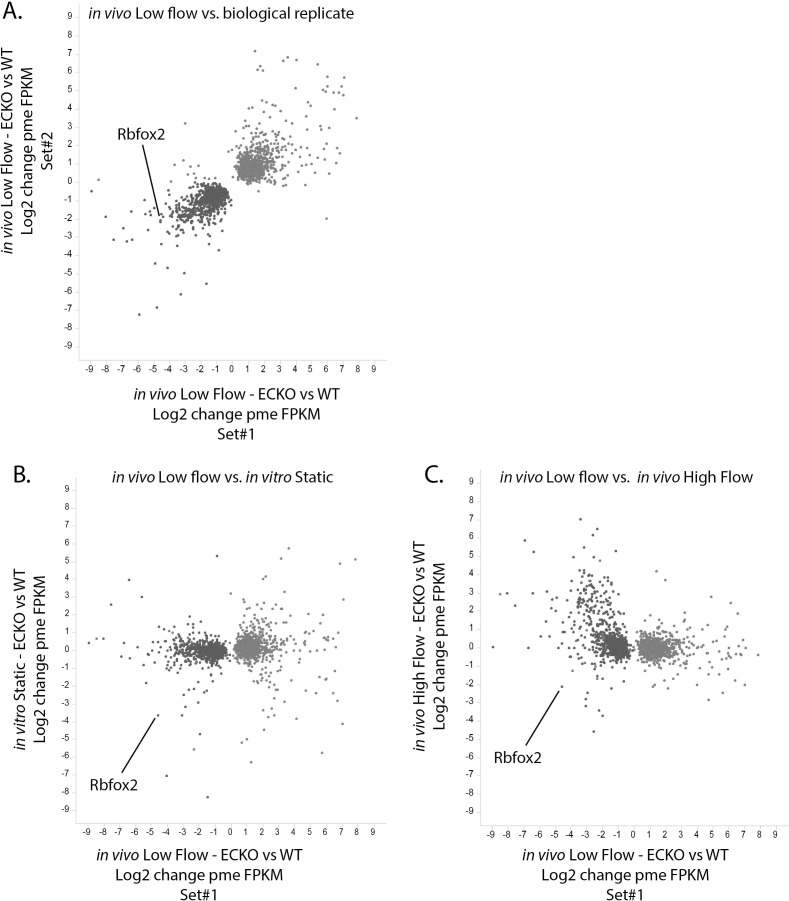
Rbfox2-dependent transcriptional response found in vivo is specific to the low-flow arterial intima. Change in expression in the low-flow intima of Rbfox2 EC-KO mice versus littermate control mice (X-axis) plotted against the Y-axis showing (**A**) a biological replicate of the same comparison, (**B**) a comparison of isolated and cultured (7 days) aortic endothelial cells from Rbfox2 EC-KO mice versus littermate control mice, or (**C**) a comparison of the contralateral high- flow intima of Rbfox2 EC-KO mice versus littermate control mice. Gene expression (pme FPKM) was calculated by RSEM, and only genes with p-values of <0.05 (DESeq2) between Rbfox2 EC-KO and control under low-flow conditions are shown.

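Within the low-flow libraries of the paper, log2 ratios of EC-KO library a to control library a and of EC-KO library b to control library b had a Pearson correlation of 0.789 across the 2303 genes with an unadjusted p under 0.05 by DESeq2, and of 0.709 with the controls exchanged. These genes were selected on the same 4 libraries, so the correlation is raised by the selection. Over the genes past the adjusted threshold it was 0.884 and 0.821.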

In contrast with our observation of correlations between splicing patterns in vivo and in vitro, most transcriptional changes induced in the low-flow arterial intima were specific to the in vivo environment and were not observed in a comparison of isolated aortic endothelial cells or in the contralateral artery (Figure 5—figure supplement 1). 

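Over the genes called by DESeq2 at low flow from the pools of the paper, the EC-KO change at low flow had a Pearson correlation of −0.155 with the EC-KO change at high flow across 763 genes, and 48.4% of these changed in the same direction. Their median absolute log2 fold-change was 1.33 at low flow and 0.24 at high flow. With the EC-KO change in primary cells, which has no replicates, the correlation was 0.163 across 718 genes, 63.4% changed in the same direction, and the median absolute log2 fold-change was 1.28 at low flow and 0.22 in the cells. The called genes were selected for their change at low flow, which raises their low-flow medians. Over all genes tested and all libraries the correlations were −0.128 and 0.043, and 48.4% and 54.3% of genes changed in the same direction. The median absolute log2 fold-change there was 0.30 at low flow and 0.21 at high flow. For the genes also measured in primary cells it was 0.29 at low flow and 0.25 in the cells. A test of whether the flow change differs between the genotypes gave 0 genes by edgeR over all libraries, with 538 at an unadjusted p under 0.05, and 19 by DESeq2. Over the pools of the paper it gave 0 genes by edgeR, with 2036 at an unadjusted p under 0.05, and 613 by DESeq2. The same test was made with the number in the column as a block, where equal numbers had correlations from 0.006 to 0.198 between these groups without replicate 1. It gave 0 genes by edgeR over all libraries, with 834 at an unadjusted p under 0.05, and 728 by DESeq2 over the pools of the paper.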

In other systems, cytoplasmic Rbfox has been shown to have an important role in the regulation of transcript stability through the 3’UTR (Damianov et al., 2016; Lee et al., 2016). However, transcript levels regulated by *Rbfox2* were not any more associated with characterized 3’ UTR binding by iClip-Seq (Lee et al., 2016) than those not regulated by *Rbfox2* (iClip-Seq binding sites in 54/638 of the *Rbfox2*-regulated transcripts versus 1166/17130 of the transcripts not regulated by *Rbfox2*). Together, these data suggest that the consequences of endothelial Rbfox2 deletion on transcriptional changes involved cross-talk among cell types (e.g. effects of altered endothelial splicing on recruited immune cells) or other microenvironmental effects in the flow-activated intima in vivo not replicated in vitro.

Thus, *Rbfox2* deletion affects skipped exon splicing patterns in endothelial cells, and results in the reversion of a large set of low-flow-induced gene expression changes in the arterial intima.

## Discussion

Here, we report that recruitment of circulating hematopoietic cells to the arterial endothelium under low flow initiates an alternative splicing response regulated in part by *Rbfox2*. Profiling global transcriptional changes induced in the arterial endothelium by experimentally induced low flow, we show that hundreds of transcripts are regulated by alternative splicing. Focusing on skipped exons in particular, we find that one third of those affected by altered flow are dependent on recruited hematopoietic cells in vivo, particularly platelets. Rbfox-binding motifs are significantly enriched adjacent to these exons. Mechanistically, deletion of endothelial *Rbfox2* reverts many of the flow-induced changes in splicing and suppresses ~10% of the flow-induced changes in transcription. Processes related to genes with changes in either splicing or transcription included cytoskeleton, cell adhesion, proliferation and antigen presentation suggesting that *Rbfox2* may regulate these biological processes in the aortic intima downstream of hematopoietic cell recruitment.

### Broad regulation of alternative splicing by flow in the arterial endothelium

Low flow exerts potent effects on the vasculature through the endothelium, which are achieved by effects on endothelial transcription, epigenetic regulation, and post-translational protein modifications and reorganization (Gimbrone and GarciaGarcía-CardenaCardeña, 2016). Our work reveals widespread changes in alternative splicing affecting a number of genes known to be critical in the pathways already implicated in the response to altered flow, inflammation, remodeling and flow-driven vascular disease. Examples include *Pecam1*, a component of the shear-sensing mechanism in the endothelium (Tzima et al., 2005), *Yap1*, a regulator of mechanical activation (Dupont et al., 2011) and *Ikbkg (Nemo),* a regulator of NFkappa-B signaling (Li et al., 1999). In previous work, differential splicing of *Vcam1* was detected in IL-1-stimulated HUVECs (Cybulsky et al., 1991) and of *Fn* in TGFβ-induced liver sinusoidal endothelium (Chang et al., 2004). Exon arrays have also shown differential exon usage in HUVECs in response to hypoxia (Hang et al., 2009; Weigand et al., 2012). However, this hypoxic response appears to be very different from the responses we have observed, and less then 2% of the genes in which we detected alternative splicing overlap with those found in the hypoxic signature of HUVECs. It is possible that this is due to methods used (exon arrays versus our sequencing approach), cell type (HUVECs versus murine aortic endothelial cells), or pathway-specific responses. 

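Vegfa, on chromosome 17 of mm9 from 46153942 to 46169326, had a log2 fold-change between low and high flow of −1.41 in the untreated pools (standard error 0.46, adjusted p = 0.0270 by edgeR and 0.0752 by DESeq2), −1.83 in the mice given IgG (standard error 0.43, adjusted p = 0.00749) and −1.23 in those given PBS liposomes (standard error 0.43, adjusted p = 0.0438). In the untreated pools it had 0.319 ± 0.243 FPKM (SD, n = 3) at low flow and 1.38 ± 0.460 (SD, n = 3) at high flow. Low-flow and high-flow libraries of the mice given IgG or PBS liposomes lie in different sequencing runs. The other genes induced by hypoxia come from a list that was not fixed before the data were examined. In the untreated pools 9 of these were tested, of which 6 were higher and 2 lower at low flow past the threshold of edgeR, with IgG 4 were higher and 1 lower of 11, and with PBS liposomes 5 were higher and 2 lower of 11. Ldha rose by a log2 fold-change of 1.73, 1.49 and 1.52 in the 3 experiments and Pgk1 by 2.34, 2.44 and 2.43, while Ndrg1 fell by 1.03, 1.32 and 1.33 on the log2 scale.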

The latter is likely, since we observed no consistent regulation of hypoxia-induced genes (e.g. *Vegfa*) in the flow-responsive signature. Alternative splicing responses are distinct, similar to transcriptional responses (Graveley et al., 2011). Indeed, even within the alternative-splicing response to altered flow, we are able to detect a distinct response dependent on the recruitment of circulating hematopoietic cells.

### Biological consequences of alternative splicing programs induced by low flow

We do not yet know the function of most of the splicing changes we have observed. Unlike mice deficient in both *EIIIA* and *EIIIB*, which exhibit an increased risk of arterial rupture under low flow, *Rbfox2 EC-KO* mice do not. This may be due to the lesser effect of *Rbfox2* deletion on *EIIIA* than *EIIIB* in the *Rbfox2* mutant mice (*EIIIA* inclusion was 50% in *Rbfox2 EC-KO* low-flow artery, versus 60% in WT low-flow artery, compared with 20% in high flow artery; while *EIIIB* inclusion was absent in all *Rbfox2 EC-KO* conditions). In previous work, we found that *EIIIA-/-* replicated much of the effect of the *EIIIAB-/-* mice; loss of *EIIIB* may have other consequences than loss of *EIIIA* (Murphy and Hynes, 2014).

Nevertheless, we have reason to believe that these splicing changes are biologically important. First, the alternatively spliced exons comprising this response, including *Fn-EIIIA* and *-EIIIB*, are highly conserved among all placental mammals. In fact ~80% of the flow-regulated skipped exons are as well conserved as consensus coding exons (CCDS). Conservation of sequence is not necessarily the same as conservation of regulation (Kalsotra et al., 2008; Li et al., 2015; Merkin et al., 2012; Pai et al., 2016; Yeo et al., 2005). Nevertheless, the conservation of regulatory regions, specifically the Rbfox2 motif, surrounding the skipped exons support conserved regulation as well. Second, deletion of a regulator of this splicing program, *Rbfox2*, affects the transcriptional response of the intima to low flow. Notably, both genes with *Rbfox2*-regulated transcript levels, and those with *Rbfox2*-regulated skipped exons were enriched in functions related to cytoskeletal remodeling, cell adhesion, and antigen presentation (Figure 1 and Figure 5). The particular genes regulated in each way (transcript abundance and splicing) did not directly overlap, suggesting that similar biological processes may be targeted through both transcriptional and post-transcriptional mechanisms in *Rbfox2 EC-KO* mice. 

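Among the 770 genes called by DESeq2 at low flow over the pools of the paper were 7 of the 72 tested genes whose skipped exons the list of the paper marks as regulated by Rbfox2, an odds ratio of 1.61 (two-sided Fisher exact test, p = 0.219). The 7 genes, which were not chosen in advance, are App, Ddx39, Hdgf, Irgm1, Lsr, Lyar and Tmpo. Over all 225 genes with a listed skipped exon, 16 were among the called genes (odds ratio 1.15, Fisher exact p = 0.579).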

Given the known activation of TLR4 signaling by EIIIA (Okamura et al., 2001), a key player in adaptive immunity, the potential impact on antigen presentation and the adaptive response warrants further research.

### Regulation of alternative splicing in the aortic endothelium by platelets and macrophages

Much of the work to date on flow-induced changes in gene expression in the arterial endothelium has focused on the initial response to flow, which increases the transcriptional expression of adhesion receptors and chemokines involved in the recruitment of circulating immune cells (Conway and Schwartz, 2013; Ley et al., 2007). This has been a consequence of efforts to identify the first events leading to endothelial dysfunction under low flow. However, once circulating hematopoietic cells are recruited, they initiate ongoing interactions in the arterial wall likely to affect the ultimate outcome of flow-induced arterial injury (Pober and Sessa, 2007). Flow-driven vascular inflammation occurs as a chronic process, involving components of the innate and adaptive immune systems (Galkina and Ley, 2009; Pober and Sessa, 2007). Here, we show that recruitment of platelets and monocytes/macrophages in particular potently regulate alternative splicing in the arterial endothelium. Within this response, we observed alterations in a number of pathways that may impact ongoing interactions at the arterial wall. Thus, subsequent to the well-studied events leading to recruitment of immune cells, their interactions with the arterial endothelium appear to be affecting pathways that may help to shape the chronic inflammatory response.

### Endothelial functions of Rbfox2

Rbfox2 is one of three Rbfox family members (Rbfox-1,-2 and -3). The Rbfox family of splice factors and the motif recognized by their RNA-binding domain are conserved throughout the vertebrates examined and also in *C. elegans* (Underwood et al., 2005). The motif which the Rbfox family recognizes was first identified adjacent to *Fn-EIIIB* (Huh and Hynes, 1993, 1994), which we find to be dependent on Rbfox2 in our system, consistent with previous work in other systems (Jangi et al., 2014). The Rbfox family has been shown to have important functions in heart (Gao et al., 2016), muscle (Singh et al., 2014), and brain development (Gehman et al., 2012) and EMT in cancer (Shapiro et al., 2011). De novo mutations in *Rbfox2* have also been identified in congenital heart disease (Homsy et al., 2015), and alterations in Rbfox2 activity may be an early event in diabetes-induced heart pathology (Nutter et al., 2016). In both heart and brain, Rbfox2 has been shown to have a requirement in maintenance of tissue functions (Gao et al., 2016; Gehman et al., 2012). In contrast to the other tissues mentioned, *Rbfox2* is the only member of the Rbfox family expressed in the arterial endothelium.

How *Rbfox2* modulates splicing activity in this system remains unknown. 

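In the untreated pools Rbfox2 had 2.98 ± 1.20 FPKM (SD, n = 3) at low flow, 3.43 ± 0.104 (SD, n = 3) at high flow and 5.25 ± 0.214 (SD, n = 3) in sham arteries. After TMM scaling it was 37.1% higher at low than at high flow, a log2 fold-change of 0.46 (standard error 0.20, edgeR adjusted p = 0.0782), while the ratio of mean FPKM gave a log2 value of −0.19 with a pseudocount of 0.1, in a comparison where FPKM scaling shifts the median gene by −0.63. With IgG it was 9.6% higher at low flow (log2 fold-change 0.13, standard error 0.33, edgeR adjusted p = 0.770). With PBS liposomes it was 111.8% higher, with a log2 fold-change of 1.08 (standard error 0.33, edgeR adjusted p = 0.0273). With the replicate number as a block it was 1.06 (edgeR adjusted p = 0.0174), where equal numbers went with a correlation of replicate differences of 0.378. Low-flow and high-flow libraries of mice given IgG or PBS liposomes lie in different sequencing runs, so flow cannot be told apart from the run. In the control mice at 7 days the change was −1.8% (log2 fold-change −0.03, standard error 0.60, edgeR adjusted p = 0.984) over all libraries, and the log2 fold-change was 0.10 over the pools of the paper and −0.15 over all libraries with the number in the column as a block (edgeR adjusted p = 0.883), where equal numbers had a correlation of 0.163.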

We observe modest changes in expression of Rbfox2 (<20% increase in RNA in arterial endothelium exposed to low flow in vivo). 

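In the cell line, which has 1 library per culture, Rbfox2 had 8.71 RPKM untreated, 8.07 with plasma, 7.82 with platelets and macrophages and 11.8 with plasma, platelets and macrophages. The differences from the untreated line are −7.3%, −10.2% and 35.1%. The counts behind these values are 815, 720, 700 and 1233 on Rbfox2 in the same order.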

Similar modest changes were observed in the in vitro system, in which we induced splicing changes with co-culture of platelets, monocytes and plasma. How else might Rbfox2 splicing activity be regulated? One possibility we examined is that upstream cues from platelet and monocyte recruitment alter sub-cellular localization of the Rbfox2 protein. However, we observed no obvious loss in nuclear Rbfox2 localization in vitro under conditions in which splicing changes are induced (Figure 4—figure supplement 2), suggesting that activity may be regulated in some other way. These data, together with the observation that deletion of *Rbfox2* results in splicing alterations more widespread than the low-flow response alone (Figure 4D), suggest that the specificity of the endothelial splicing response is driven by other flow-responsive factors acting in an *Rbfox2-*dependent manner.

We have focused on the splicing functions of *Rbfox2*. However, in addition to affecting splicing patterns, *Rbfox2* has also been reported to regulate gene expression patterns by other mechanisms. Splicing of Rbfox2 targets has been shown to regulate transcript stability (Jangi et al., 2014). Through recruitment of polycomb complexes to DNA, Rbfox2 may affect transcript expression (Wei et al., 2016). Rbfox2 may also stabilize transcripts directly by binding to the 3’UTR (Damianov et al., 2016; Lee et al., 2016), suppressing the formation of isoforms destined for nonsense-mediated decay (Jangi et al., 2014). However, as we observed no enrichment of known Rbfox-binding sites in the 3’UTR of regulated transcripts and no regulation of transcript levels in vitro which were regulated in vivo, we believe that many of the transcript level changes mediated by deletion of Rbfox2 are due to downstream or non-cell autonomous effects. Future work, examining the functional effects of individual splicing events identified will be important in teasing apart splicing-dependent and -independent effects.

In conclusion, we report that hundreds of splicing changes are regulated in endothelial cells exposed to an acute reduction in blood flow, many of which were dependent on recruitment of platelets and monocytes to the arterial wall and impact key pathways in endothelial cell biology. Rbfox2 emerged as an important regulator in this system, and its depletion resulted in a partial suppression of transcriptional responses characteristic of low-flow-induced endothelial activation. Thus, *Fn* is only one of many genes affected by splicing changes in the activated vascular endothelium. Alterations in *Fn* splicing contribute to a variety of vascular diseases with an inflammatory component; stroke (Dhanesha et al., 2015), atherosclerosis (Tan et al., 2004), myocardial infarction (Arslan et al., 2011), organ transplant and other fibroses (Bhattacharyya et al., 2014; Booth et al., 2012). Therefore, further investigation of the other alternative splicing events we have identified here may uncover novel regulatory mechanisms in chronic inflammatory disease.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers
antibody	anti-GP1bα	Emfret	RRID:AB_2721041
antibody	anti-Gr1	Biolegend	RRID:AB_467731
antibody	anti-Rbfox2	Bethyl Labs	RRID:AB_609476
commercial assay or kit	SMARTer Universal Low Input RNA Kit	Clontech	
commercial assay or kit	RNAeasy microcolumns	Qiagen	
software, algorithm	RSEM v.1.2.15	GitHub	RRID:SCR_013027
software, algorithm	MISO v.0.4.9	GitHub	RRID:SCR_003124
software, algorithm	STAR 2.5.1b	GitHub	RRID:SCR_015899
software, algorithm	Tophat 2.0.6	GitHub	RRID:SCR_013035
software, algorithm	Bowtie2 v. 2.0.5	GitHub	RRID:SCR_005476
software, algorithm	GSEA	http://www.gsea-msigdb.org/gsea/index.jsp	RRID:SCR_003199
strain, strain background (*M. musculus*)	*Rbfox2^lox/lox^*	Jackson Lab	RRID:IMSR_JAX:014090
strain, strain background (*M. musculus*)	*Rosa26-mTmG*	Jackson Lab	RRID:IMSR_JAX:007676
strain, strain background (*M. musculus*)	*Cdh5(PAC)-CreERT2*	Jackson Lab	RRID:IMSR_TAC:13073
strain, strain background (*M. musculus*)	C57BL/6J	Jackson Lab	RRID:IMSR_JAX:000664

### Flow alterations

Partial carotid ligations were performed as previously described (Ni et al., 2010), with minor modifications (Murphy and Hynes, 2014). Briefly, the distal branches of the left carotid artery were identified in mice anesthetized with isoflurane. The left external carotid, internal carotid, and occipital artery were ligated with 9–0 Ethilon suture, leaving only the superior thyroid artery intact. Sham operations consisted of the same carotid dissection and encircling with suture, except that the vessels were not tied off. High-resolution ultrasound, using the VisualSonics Vevo 770, was performed at the experimental endpoint (2–7 days after partial carotid ligation) to confirm vessel patency.

### RNA-isolation and sequencing

Isolation of intimal RNA was performed as previously described from the carotid intima (Murphy and Hynes, 2014; Ni et al., 2010). Briefly, vessels were isolated and imaged from euthanized mice, flushed with PBS solution and then 150 µL Trizol. RNA from cultured aortic endothelial cells was isolated after one week in culture by sorting 1–2K endothelial cells (by CD31+ and Icam2+) from BD Aria directly into cold Trizol solution. RNA from all samples was isolated with Qiagen RNAeasy microcolumns. Pools of RNA were created and then DNAse-treated in solution, before concentrating on RNAeasy columns with elution in minimal volume. RNA quality was assessed by Agilent Bioanalyzer or Advanced Analytical, library preparation was performed using the Clontech SMARTer Universal Low Input RNA Kit, and samples were sequenced on Illumina HiSeq 2000 or NextSeq 500 using 80 bp paired-end (PE) reads (triplicates of low-flow, sham and high-flow), 100 bp PE reads (re-sequencing of triplicates of low-flow, sham and high-flow, and cultured aortic endothelial cells) or 150 bp PE reads (hematopoeitic cell depletions with controls and endothelial Rbfox2 deletion with controls in vivo and in vitro). Base calls were performed using the Offline Base Caller (Illumina) v. 1.9.4 and reads mapping to different genomic features were tallied and read densities were compared for each sample.

### Read-mapping and transcript analysis

For experiments with alteration of flow (triplicates of low-flow, sham and high-flow), reads were trimmed to 80 bp and mapped with Tophat 2.0.6 and Bowtie2 v. 2.0.5, allowing the detection of novel junctions, with options -p 8 --read-edit-dist 4 --min-intron-length 10 --read-mismatches 4 --max-intron-length 1000000 --read-realign-edit-dist 0 --mate-std-dev 30 --segment-length 20 --library-type fr-firststrand -r 50, guided (-G) by an mm9-based refseq gtf file [https://www.ncbi.nlm.nih.gov/pubmed/23618408].

For experiments with alteration of flow with or without depletion of hematopoeitic cells or deletion of Rbfox2, 150 bp reads were mapped with STAR 2.5.1b and options --runThreadN 8 --runMode alignReads --outFilterType BySJout --outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --alignIntronMin 10 --alignIntronMax 1000000 --alignMatesGapMax 1000000 --outSAMtype BAM SortedByCoordinate --quantMode TranscriptomeSAM [https://www.ncbi.nlm.nih.gov/pubmed/23104886].

RSEM v.1.2.15 (options --paired-end --calc-ci -bam -p 8 ) was used to calculate transcript levels [https://www.ncbi.nlm.nih.gov/pubmed/21816040], and DESeq2 v1.10.1 in the R statistical environment v3.2.3 was used to calculate differential transcript levels using the DEseq() integrated command with default parameters, which estimates library sizes and dispersions and fits a negative binomial generalized linear model for fold-changes and Wald statistics estimation using a 2-condition design. [https://www.ncbi.nlm.nih.gov/pubmed/25516281].

For *eGFP* and *Tomato* analysis, a custom index containing *eGFP* and *tdTomato* sequences was created, and bowtie was used to align reads to this index using options --best --strata -m 1 –q. The number of reads mapping to *eGFP* and to *tdTomato* were counted, and % tdTomato reads determined [*tdTomato* reads / (*tdTomato+ eGFP* reads) *100%].

### Splicing analysis

Positive control data sets for regulation of splicing by *Rbfox2 in vitro* or by *Mbnl in vivo* were taken from published data, and run through our own informatics pipeline (Jangi et al., 2014; Wang et al., 2015).

MISO v.0.4.9 was used to determine differential splicing regulation. The SE, A3SS, A5SS, RI and MXE event index was derived from the MISO splicing events database (mm9 version 2). Briefly, this set of events was derived by considering all transcripts annotated in Ensembl genes, knownGenes (UCSC) and RefSeq genes (as of June 2013). The ALE and TandemUTR events index was derived from the MISO database compiled from published data, made available on the MISO website (Hoque et al., 2013). Additional novel SE, A3SS, A5SS and MXE events were detected using a method developed by Paul Boutz. Identification and classification of novel alternative splicing events was performed as described in Boutz et al. (2015). Briefly, mapped splice junctions were filtered for minimal transcript level and classified as SE, A3SS, A5SS, or MXE without reference to annotated exonic loci. This set of novel events was then used to generate a novel index, which was passed through the same MISO pipeline as all other indices.

### Selection of subgroups of regulated exons

*Flow-regulated*: BF >5 in two completely independent biological comparisons of low flow versus high flow, where the difference between high flow and low flow is >2 x the difference between replicate high-flow conditions.

#### Flow-regulated and endothelial

Of the events above, at least 50% of the difference between low-flow in vivo and high flow in vivo must be recapitulated in differences between FACs-purified mouse arterial cells in culture and high-flow cells in vivo.

#### Flow-regulated and endothelial and platelet-regulated

Of the events above, if platelet depletion reverted flow-induced splicing changes by >50% in two completely independent biological comparisons.

#### Flow-regulated and endothelial and platelet-regulated and in vitro regulated

Of the events above, if the change in splicing induced in isolated aortic endothelial cells by the addition of platelets, macrophages and plasma was >50% of the flow-regulated change in splicing.

#### Rbfox2-regulated

If change in inclusion with Rbfox2 deletion was BF >5 in any of three comparisons, in vivo low-flow Rbfox2 control vs. Rbfox2 EC-KO artery at 7 days, in vivo high-flow Rbfox2 control vs. Rbfox2 EC-KO artery at 7 days, or in vitro Rbfox2 control vs. Rbfox2-deleted aortic endothelial cells, and consistently changed in the same direction in all in vivo comparisons under low flow between Rbfox2 control and Rbfox2 EC-KO arteries. In this set, Rbfox2 control arteries have floxed alleles but no Cre activity.

### Identification of enriched splice factor motifs adjacent to regulated skipped exons

To perform motif enrichment analysis, we compared endothelial alternative skipped exons regulated by blood cells in vivo and in vitro (the foreground) with skipped exons expressed by endothelial cells, but not consistently regulated under the same conditions (the background). In general, the foreground events were more often poised at an intermediate Psi level (neither complete inclusion or exclusion). They also tended to be expressed at a higher level than background events. Thus, we created background sets in which we normalized each of these parameters independently (data not shown). We looked for motifs enriched either upstream (3’splice site, or 3’SS) or downstream (5’ splice site, or 5’SS) of the regulated exons. Since the direction of change in exon inclusion, increased dPsi or decreased dPsi, has been correlated with the location of splice factor binding, we further separated the foreground into exons with increased (+dPsi) or decreased (-dPsi) inclusion. Intronic sequences adjacent to the 3’SS and the 5’SS of skipped exons with increased or decreased inclusion were isolated from mm9 sequence data using Bedtools 2.16.1 (getfasta –s), and enrichment was calculated based on enrichment of 6-mer or 7-mer motifs in the foreground versus the background sets, split across 10 GC-normalized bins, iterated multiple times.

From the lists of enriched motifs we obtained, we aimed to identify the likely RNA-binding proteins. To do this in an unbiased manner, we used the CisBP-RNA data set, which includes 154 unique motifs and 373 total murine RNA-binding proteins (Ray et al., 2013). We modified the ranking algorithm GSEA, typically used to identify transcriptional signatures, to identify RNA-binding protein signatures. A Kolmogorov-Smirnov statistic embedded in GSEA was used to identify which of these RNA-binding-protein motif sets was most abundant at the leading edge of the ranked enrichment set (Subramanian et al., 2005).

### Depletion of innate immune cells

For platelet depletion experiments, mice were injected intraperitoneally with a single dose of platelet-depleting antibody (anti-GP1bα; 50 µg per mouse; R300; Emfret; RRID:AB_2721041) or IgG control at the time of partial carotid ligation. To deplete Ly6G+ cells, anti-Gr1 (RB6-8C5; BioLegend; RRID:AB_467731) or IgG controls were administered by intraperitoneal injection (25 µg per mouse) 24 hr prior to partial carotid ligation. To deplete macrophages, mice were injected by tail vein with 150 µL clodronate liposomes or PBS liposome controls at the time of partial carotid ligation. Clodronate liposomes or PBS liposomes were purchased from ClodronateLiposomes.com (Kruisweg 59, 2011 LB Haarlem, The Netherlands).

### Mice

Male C57BL/6J mice from Jackson Laboratories were used at 6–7 weeks of age for experiments on the regulation of transcription and splicing in the carotid intima in wild-type mice, or in wild-type mice with the depletion of various hematopoietic cells.

For the endothelial deletion of Rbfox2, *Cdh5(PAC)-CreERT2, Rosa26-mTmG* and *Rbfox2^lox/lox^* mice have been previously described (Gehman et al., 2012; Muzumdar et al., 2007; Wang et al., 2010) RRID:IMSR_JAX:014090, RRID:IMSR_JAX:007676, RRID:IMSR_TAC:13073. They were intercrossed to create the Rbfox2 EC-KO mice *(Cdh5(PAC)-CreERT2; Rosa26-mTmG; Rbfox2^lox/lox^)* and littermate controls (*Rosa26-mTmG* and *Rbfox2^lox/lox^*) used here. Mice used were between 2 and 7 months of age in paired groups of males and females.

All mice were housed and handled in accordance with protocols approved by the Massachusetts Institute of Technology Division of Comparative Medicine.

### Aortic endothelial cell isolation

Mouse aortic endothelial cells were isolated following previously described methods (Kobayashi et al., 2005), with modifications. Briefly, mice were perfused via the left ventricle with PBS, the aorta was isolated and filled with 2% collagenase II (Worthington) in serum-free DMEM, and then closed at the ends with 7–0 suture. The vessel was digested for 30–45 min in 10% FBS at 37C, and endothelial cells were flushed out into EC culture medium, and onto a collagen I-coated plate. EC culture medium consisted of DMEM with 10% FBS and 10 mg/mL endothelial growth supplement (ECGS, Biomedical Technologies) with primocin (InvivoGen). Typical isolations of ~1000 cells expanded to ~10,000–50,000 cells. Cells were then FACs-sorted (BD Aria) on endothelial markers, eGFP for *Cdh5(PAC)-CreERT2; Rosa26-mTmG* on Pecam+ and Icam2+ for *Cdh5(PAC)-CreERT2; Rosa26-mTmG; Rbfox2^lox/lox^* mice and littermate controls.

### Aortic endothelial cell immortalization

After purification by FACs, endothelial cells were immortalized by lentiviral TetOn-Sv40T. The construct was developed from a version of pTRIPZ (Clontech) with removal of the puro-selection cassette. SV40 T antigen was inserted into the tet-regulated region of the lentivirus from pBabe-SV40T (Zhao et al., 2003). After infection, cells were expanded in EC media with 2 µg/mL Doxycycline (Dox).

### Aortic endothelial cell co-culture

Cells derived from *Cdh5(PAC)-CreERT2; Rosa26-mTmG*, tamoxifen-treated in vivo, and then isolated by FACs purification on eGFP, expanded and immortalized by TetOn-SV40T were trypsinized and split in DMEM into new dishes, without Dox to turn off SV40T. After culture for 24 hr in DMEM, combinations of platelets, bone-marrow-derived monocytes, and/or 10% plasma were added for 48 hr. Cells in plate were then imaged and lysed with Trizol for RNA extraction.

Platelets were isolated from the platelet-rich plasma (PRP) of C57BL/6J mouse blood by collection in ACD buffer. They were spun down at 500xG for 7 min with isolation of the upper PRP, from which a platelet pellet was isolated after being spun down at 2800xG for 5 min and resuspended in PIPES buffer. ~20 million platelets (in 6 µL PIPES) were added to each confluent well of endothelial cells in the 24-well plate. Plasma was taken from C57BL/6J mouse blood collected in EDTA and spun down at 2000xG for 15 min at 4°C. 10% plasma was added to DMEM in 24-well plates. Bone-marrow-derived monocytes were isolated from the femurs of C57BL/6J mice, flushed with 10% FBS DMEM (+2 mM EDTA) into collection tube with 10 mL syringe and 25Ga needle, and then purified using an EasySep Mouse Monocyte Isolation Kit (by negative selection, depleting Cd3+, Cd45R+, Cd117+, Ly6G+, Nk1.1+, Siglec F+ cells). ~10K monocytes were added to each well of the 24-well plate.

### Aortic endothelial cell immunofluorescence

Cells (TetOn-Sv40, eGFP+ from *Cdh5(PAC)CreERT2; mT/mG* mice were cultured on poly-L-lysine treated coverslips and treated or not with 10% serum (FBS) for 48 hr. Coverslips and cells were washed with phosphate buffered saline (PBS) and fixed with ice cold methanol. Rbfox2 protein was stained by anti-Rbfox2 (Bethyl Labs A300-864A, 1:1000; RRID:AB_609476), with goat anti-rabbit Alexa594 secondary. Block was 10% normal goat serum in PBS with 0.1% tritonX-100.

# Supplementary material for: Alternative RNA splicing in the endothelium mediated in part by Rbfox2 regulates the arterial response to low flow
**Source:** eLife. 2018 Jan 2;7:e29494. doi: 10.7554/eLife.29494
**Supplement:** Supplementary file 1.

**Supplementary file 1: Usage of Source Data**

Figure 1.

B. [Figure 1 - source data 1]

C. [Figure 1 - source data 2; Figure 4 – source data 1]

D. [in GEO, GSE101826]

Supp1 [in GEO, GSE101826]

Supp2 [in GEO, GSE101826]

Supp3 [Figure1 - source data 3]

Supp4 [Figure 1 - source data 2]

Supp5 [Figure 1 - source data 2]

Figure 2.

A. [Figure 2 - source data 1; Figure 4 – source data 1]

B. [Figure 2 - source data 2]

B2, B3. [Figure 2 - source data 1]

Supp1 [in GEO, GSE101826]

Supp2 [Figure 2 - source data 2]

Figure 3.

A. [Figure 3 - source data 1; Figure 4 – source data 1]

E. [Figure 3 - source data 2]

F. [in GEO, GSE101826]

Supp1 [Figure 3 - source data 3]

Supp3 [Figure 3 - source data 4]

Figure 4.

A. [Figure 3 - source data 1; Figure 4 – source data 1]

B. [Figure 3 - source data 1; Figure 4 – source data 1]

D. [Figure 3 - source data 1; Figure 4 – source data 1]

Figure 5.

A. [in GEO, GSE101826]

D. [Figure 5 - source data 1]

How the deposited data were processed for this re-analysis (not part of the article)

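The authors mapped the 150 bp reads with STAR. For the untreated 48 hr pools the methods of the paper give TopHat, on reads trimmed to less than 100 bp, and a figure legend gives STAR. They estimated expression with RSEM on an mm9 annotation, and deposited one table with expected counts for each gene and library, which were not normalized and of which 5.2% to 19.32% were not whole numbers. For some libraries the authors also deposited RPKM, which were used for the cell line and for the RNA-binding proteins. The length and effective length of each gene, deposited by the authors in bases, are single values for the whole table. Of the 21675 entries of the table, 1 without a name or with missing values was left out, and 21674 genes were read. Of its 204 columns of values, 77 were used and 127 were not, among them 13 columns of counts. These are the second run of the 9 untreated 48 hr pools, the first run of 7 day control library b and EC-KO library a, which were sequenced again and had few counts in the first run, and 2 columns of trimmed reads. Coordinates are those of NCBIM37, the assembly of mm9.

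From the deposited counts, FPKM values were computed with the effective length and the total of each library, and their median ratio to the RPKM that the authors deposited was 0.929 to 0.953. Counts were rounded and compared with edgeR 4.0.16 in R 4.3.3, with its default filter on low counts, TMM scaling, the quasi-likelihood test and Benjamini-Hochberg adjustment, and an adjusted p under 0.05 was the threshold. DESeq2 1.42.0, which the authors used in an earlier version, was run as an alternative. Lists of genes were compared with camera of limma 3.58.1, and other values were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Permutation tests used 100000 permutations and are two-sided.

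The tests, the lists of marker genes and the main alternatives were fixed before the data were examined, except for the lists of hypoxia, thyroid and brown fat genes, which were written later. The genes named for a comparison are those the paper names for it, and the 5 raised and 5 lowered genes with the largest absolute log2 fold-change among those with an adjusted p under 0.05 and groups that do not overlap. With 3 libraries against 3, chance alone leaves 10% of genes without overlap. Replicate numbers come from the column names of the table and the sample labels, and the columns of the untreated 48 hr pools have none. The columns of the 7 day libraries carry the numbers 4 and 5, and 1 for replicate 1, and nothing ties 4 and 5 to the other replicate numbers of the sample labels. The pairing at 7 days was taken from these numbers after the data were examined. Whether equal numbers go together was examined by correlating the difference between replicates 1 and 2 across genes for 21 pairs of groups, which gave a median of 0.016 and a range from −0.155 to 0.443.

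The scripts were run first on simulated counts drawn from the means and depths of the libraries, with 200 genes changed by a log2 of 2. For 3 pools against 3 at 48 hr, edgeR called 199 of the 200 with 14 other genes, and DESeq2 called 200 with 31 others. For 7 groups of 2, edgeR called 144 with 6 others and DESeq2 174 with 30 others. For 2 libraries against 2 at 7 days, edgeR called 126 with 16 others and DESeq2 157 with 78 others. With no changed gene, edgeR called 0 to 2 genes and DESeq2 7 to 35 in these designs.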

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

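All tests in this part on splits of the libraries, on the replicate 1 pair, on the sequencing run and on flow as an explanation for Ucp1 were chosen only after the result was seen.

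At 7 days, DESeq2 over the pools of the paper called 613 genes whose flow change differed between EC-KO and control, a difference between groups. EdgeR over the same pools called 0, with 2036 at an unadjusted p under 0.05. Over all libraries edgeR called 0, with 538 at an unadjusted p under 0.05, and DESeq2 called 19. DESeq2 with the number in the columns as a block called 728 over the pools of the paper. The replicate 1 pair does not carry the EC-KO change of the other libraries, as its difference had a correlation of 0.014 with the EC-KO change across the called genes and of −0.027 across all genes tested. A shift from the sequencing run or the sex of the pooled mice that both replicate 1 libraries share would cancel in their difference, but an effect of the EC-KO that depends on run or sex cannot be excluded. The cell cycle genes of control replicate 1, set against the endothelial marker genes, lay −3.19 on the log2 scale under the lower of the other 2 control libraries, which speaks against dilution by RNA of other cells. Of the 4 splits of the 6 low-flow libraries that part every pair of equal numbers in the columns, 1 split, the true one with 10 genes, gave as many genes by DESeq2, and the others gave 5, 0 and 0. Among these 4 splits, 2 splits gave as small a camera p for the cell cycle genes, 2 for antigen presentation, and 2 gave as large an absolute correlation with the 48 hr flow change. The other 6 of all 10 splits put both libraries of an equal number on 1 side, and 3 of them gave 39, 217 and 1222 genes by DESeq2, so that 4 of the 10 splits gave as many genes as the true one. Over all 10 splits, 3 gave as small a camera p for the cell cycle genes, 2 for antigen presentation, and 5 as large an absolute correlation. By edgeR the true split gave 0 genes, so that all 10 splits reach it and the number says nothing, and 1 split gave 161. Of the 3 splits of the 4 libraries of the paper, 1 split, the true one with 770 genes, gave as many by DESeq2, and the others gave 44 and 2. These splits alone cannot tell the EC-KO change from a difference between single libraries, since none of these designs can give a small share. Quantitative PCR of individual arteries, with 12 to 18 arteries per genotype, had the direction of the RNA-seq in all 12 genes, 11 of them with an adjusted permutation p under 0.05.

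Ddx3y, a gene of the Y chromosome that the paper does not discuss, had 17.75 FPKM in control replicate 1 and 25.87 FPKM in EC-KO replicate 1 at low flow and 7 days, and at most 1 count in the other 8 libraries. The other 3 genes of the Y chromosome list were all above 3 counts in both replicate 1 libraries and in none of the other 8, 3 of 3. Pools that include male mice may account for this. No biological explanation was tested.

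Ucp1, a gene of brown fat cells, had 489.7 FPKM in high-flow library c at 48 hr. Across the 35 artery libraries it followed the mean level of the fat cell markers with a Spearman correlation of 0.824 (permutation p = 1e-05, the smallest that these permutations can give), and a Pearson correlation of 0.781 without the 2 farthest libraries. Flow as the explanation would place every high-flow library above every low-flow library, which held in 2 of 4 other experiments. RNA of fat cells in the flush is a candidate explanation.

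Cd3e had 64.34 FPKM in high-flow EC-KO library a at 7 days and at most 7.02 in the other 3 high-flow libraries. Of the 6 B cell markers, 5 were higher there too, so RNA of lymphocytes may account for it. With 1 library of 2, it cannot be told apart from a difference between pools, and no biological explanation was tested.

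Tg had 6.376 FPKM in low-flow IgG replicate 1. Of the 6 other thyroid markers, a list written after the counts of Tg were seen, 5 were above 3 counts there, so RNA of thyroid cells taken with the artery may account for it.

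DESeq2 called 30 genes whose flow change differed between IgG and PBS liposomes, while edgeR called 0, with 801 at an unadjusted p under 0.05. The low-flow and high-flow libraries of these mice lie in different runs. If the run made the flow changes, they would not follow that of the untreated pools, whose groups share a run. They did, with correlations of 0.804 for IgG and 0.787 for PBS liposomes across genes. A run shift shared by both treatments would cancel in the difference between them, so these correlations say nothing about the 30 genes. On simulated data without any change DESeq2 called 16 genes in this design, so a number such as 30 may be partly false calls.

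The cell cycle genes were lower at high flow than in sham arteries, with a median log2 fold-change of −2.093, in a comparison where edgeR called 0 genes and 868 had an unadjusted p under 0.05. Macrophage genes had a median of −1.23 and fat cell genes of 2.89. Of the 10 splits of the 6 libraries, 2 gave as small a camera p for the cell cycle genes, 3 for the macrophage genes and 2 for the fat cell genes. All 10 splits reach the 0 genes called, which says nothing. With each pool left out in turn the median of the cell cycle genes stayed between −2.55 and −1.068, that of the macrophage genes between −1.876 and −0.608 and that of the fat cell genes between 1.83 and 3.892. The shifts of the cell cycle and macrophage genes were smallest, with −1.068 and −0.608, without sham library c, and that of the fat cell genes, with 1.83, without high-flow library c, so that single pools carry a large part of these shifts. The 10 splits alone cannot set them apart from differences between pools.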

How the results depend on the processing

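Where a value changed as described here, the cause was not tested. Alternatives over the 2 replicates of the paper, with the earlier sequencing run as a covariate, with trimmed reads, with the number in the 7 day columns as a block, and most of those that leave out single libraries were chosen after seeing the data.

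The number of genes changed between low and high flow at 48 hr stayed within 1.5 times 5195 under every alternative tried except a log2 fold-change of at least 1 as a further criterion, with 3448, and lay between 4151 and 5411 with single libraries left out. Low flow against sham gave 2513 to 4757 genes with single libraries left out. High flow against sham gave 0 to 78 genes with single libraries left out, 101 with DESeq2 and 63 without a filter on low counts. Of the 10 splits of the 6 libraries, 1 split, the true one, gave as many genes for low against high flow, and 1 split, again the true one, for low flow against sham, where 10 splits cannot give a share under 0.1.

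With DESeq2 in place of edgeR the numbers were 3659 for anti-GPIba, 142 for anti-Gr1, 467 for clodronate, 10 for EC-KO at low flow, 27 for EC-KO at high flow, 2187 for flow in the control mice at 7 days, with 67.2% higher against 40.0%, 19 for the interaction and 30 for the flow change of IgG against PBS liposomes. With the 2 groups alone in the fit they were 4449 for anti-GPIba, 225 for anti-Gr1, 0 for clodronate, with 1215 at an unadjusted p under 0.05, and 3 for flow in the control mice. Without a filter on low counts clodronate gave 92 genes and flow in the control mice 654, and with at least 10 counts in every sample 25 and 585. Clodronate gave 80 genes with reads trimmed to 100 bp and 316 with the 100 bp libraries added and read length as a covariate.

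With the replicate number as a block, clodronate changed 64 genes, anti-GPIba 3307 and anti-Gr1 0, with 2968 at an unadjusted p under 0.05. The flow change with IgG gave 5817 genes with the block. No paired analysis was possible for the untreated 48 hr pools because their columns carry letters and no numbers.

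EC-KO at low flow, with the number in the 7 day columns as a replicate block, gave 197 genes by edgeR and 759 by DESeq2 over the 2 replicates of the paper, and 0 and 101 over all libraries, where equal numbers had a correlation of 0.119 and 0.312. With the block EC-KO at high flow gave 4 genes by edgeR with all groups in the fit and 158 by DESeq2, and 95 and 255 with the 2 groups alone, at a correlation of 0.198. Flow in the control mice gave 2940 and 4733 genes with the block, and 4000 and 3602 with the 2 groups alone, at a correlation of 0.163. The interaction gave 0 genes by edgeR over all libraries, with 834 at an unadjusted p under 0.05, and 728 by DESeq2 over the 2 replicates of the paper. For EC-KO at high flow and flow in the control mice too, the blocked edgeR fits of all groups included replicate 1. Those by DESeq2 did not, nor did the fits of 2 groups alone. The log2 fold change of Emr1, EC-KO vs control high flow 7 d, −0.15, reversed to 0.396 and 0.67 with the block and to 0.604 and 0.925 with the 2 groups alone, and had a standard error of 1.22 without it.

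Over the 2 replicates of the paper, DESeq2 gave 770 genes for EC-KO at low flow, 63 for EC-KO at high flow, 613 for the interaction and 4652 for flow in the control mice, or 4109 in a fit of the 2 groups alone. EdgeR over these replicates gave 3840 for flow in the control mice, and 374 for EC-KO at low flow when all 4 groups were fitted together. With single libraries left out EC-KO at low flow gave 0 to 2 genes by edgeR. With the earlier run as a covariate, edgeR gave 2 genes for EC-KO at high flow and 3038 for flow in the control mice, and DESeq2 gave 46 for EC-KO at low flow.

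With DESeq2 over all libraries, 55.6% of the EC-KO genes were in the flow signature. Of the 5 shared genes, 0 or 0.0% changed against the flow, where the replicates of the paper gave 96.3%. This DESeq2 list was shorter than that of false calls on simulated data of the same design without any change. These 5 genes therefore cannot show a reversal. With edgeR over all libraries and an unadjusted p under 0.05, 169 of 206 shared genes changed against the flow. With DESeq2 and the replicate block, 32 of 56 or 57.1% did. With the run as a covariate 61.5% changed against it. The edgeR test over all libraries called no EC-KO gene, so these shares and the correlations of the EC-KO change have no value in the form set before the data were examined. The correlation of the EC-KO change at low and high flow was −0.084 over genes with an unadjusted p under 0.05 by DESeq2, and −0.031 over all genes tested from the replicates of the paper, or without replicate 1. With primary cells it was 0.252 as Spearman's rho, 0.043 over all genes tested, 0.072 over genes with an unadjusted p under 0.05, 0.044 over all genes tested from the replicates of the paper, or without replicate 1, and 0.082 from mean FPKM with a pseudocount of 1. The replicate correlation of the flow change was 0.666 with a pseudocount of 0.1.

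FPKM scaling shifted the median log2 fold-change by −0.63 for low against high flow and −0.67 for low flow against sham at 48 hr, and by at most 0.11 in either direction elsewhere. The log2 fold change of Rbfox2, low vs high flow 48 h, reversed from 0.46 to −0.194 and −0.152 as a ratio of mean FPKM with a pseudocount of 0.1 and 1, in line with the shift of −0.63 of the median gene. Between low flow and sham it lay between −0.27 and 0.002 with single libraries left out. Rbfox2 with flow in the control mice at 7 days, −0.03, was 0.002 with DESeq2 and with its size factors, 0.103, 0.136 and 0.135 over the replicates of the paper, 0.186, 0.05 and 0.053 over these with the replicate block, and 0.061 and 0.05 as ratios of mean FPKM. Clic5 at high flow was 0.021 and 0.02 as ratios of mean FPKM against −0.02. Over the 137 results for named genes and 1661 alternatives, 1526 kept direction and side of the threshold, 14 were weaker, 102 stronger and 19 reversed.

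The alternatives that leave out replicate 2 or 3 by number could not be run, since in the groups of 3 libraries no column is tied to these numbers. The alternative with the first run alone was not run for EC-KO at low flow, since only 1 run of each 7 day library was used. Where a group has 2 libraries, none was left out. The overlap of gene lists with genes called by edgeR at 7 days could not be computed, since none was called.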

Differences from the paper's values

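Between EC-KO and control at low flow, edgeR over all libraries called 0 genes, with 404 at an unadjusted p under 0.05, against the paper's 641. None of the alternatives set before the data were examined closed the gap: DESeq2 called 10 and the others 0 to 2. DESeq2 over the 2 replicates of the paper called 770, which is within 1.5 times the paper's value, and was chosen after seeing the values, as are 759 with the number in the columns as a block, while 374 genes in a fit of all 4 groups, 197 by edgeR with the block, 101 by DESeq2 with the block over all libraries and 46 with the run as a covariate did not close it.

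The correlation of the flow change between replicates over significant genes was 0.914 against the paper's 0.98. None of the alternatives set before the data were examined closed the gap, with 0.921, 0.921, 0.915 and 0.921.

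With an unadjusted p under 0.0001, edgeR selected 1553 genes between low and high flow against the paper's 2535. With DESeq2, an alternative set before the data were examined, the number was 2479, which closed the gap.

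In mice given PBS liposomes, Rbfox2 was 111.8% higher at low than at high flow, where the paper gives an increase under 20%. The increase was 37.1% in the untreated pools, with a log2 fold-change of 0.46 and a standard error of 0.20, and 9.6% in mice given IgG. With IgG or PBS liposomes, the low-flow and high-flow libraries lie in different sequencing runs, so flow cannot be told apart from the run.

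The paper states that decorin alone had log2 differences under −1 in both experiments. Aldh6a1 with −2.37 and −2.39 and Cirbp with −1.84 and −1.25 had such differences too, and 10 of the 745 genes compared did. In the artery the difference is that of IgG to anti-GPIba, so a negative value means higher without platelets. The paper states that the genes highlighted pass 0.5 in both experiments, and 12 of the 20 did. The paper states that genes induced by hypoxia were not consistently changed, with Vegfa as its example. Vegfa was lower at low flow in all 3 experiments, with log2 fold-changes of −1.41, −1.83 and −1.23. The first of these passed the threshold with edgeR and not with DESeq2, with a DESeq2 adjusted p of 0.0752. The others come from mice given IgG or PBS liposomes, whose low-flow and high-flow libraries lie in different sequencing runs. The difference concerns Vegfa, since the other genes induced by hypoxia went both ways. Past the threshold of edgeR, 6 were higher and 2 lower in the untreated pools, 4 and 1 with IgG, and 5 and 2 with PBS liposomes.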

Other observations

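The tests in this part were chosen only after the result was seen.

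Between low and high flow, edgeR called 5422 genes in mice given IgG and 4692 in mice given PBS liposomes, of which the low-flow and high-flow libraries lie in different sequencing runs. Of the 5195 genes called in the untreated pools, 5173 were tested in the treated mice, and 3012 or 58.2% were called with IgG and 2726 or 52.7% with PBS liposomes. Of the genes tested, called or not, 91.1% changed in the same direction with IgG and 90.6% with PBS liposomes. With the replicate number as a block, where equal numbers had a correlation of 0.378, PBS liposomes gave 5101 genes.

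The anti-GPIba change had a correlation of −0.84 with the 48 hr flow change across 11182 genes, the anti-Gr1 change one of −0.681 and the clodronate change one of −0.752. Among genes at least as high in sorted endothelial cells, the correlation was −0.822 for anti-GPIba, −0.699 for anti-Gr1 and −0.583 for clodronate. Such genes may be expressed by leukocytes too, and the sorted cells are 1 library of cultured cells. These values therefore cannot exclude fewer leukocytes in the flush as the explanation. A change of the endothelial cells themselves is a hypothesis found on the same data, which they cannot set apart from a loss of leukocytes.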
